# Addiction to *Runx1* is partially attenuated by loss of p53 in the Eμ-Myc lymphoma model

**DOI:** 10.18632/oncotarget.8554

**Published:** 2016-04-02

**Authors:** Gillian Borland, Anna Kilbey, Jodie Hay, Kathryn Gilroy, Anne Terry, Nancy Mackay, Margaret Bell, Alma McDonald, Ken Mills, Ewan Cameron, James C. Neil

**Keywords:** Runx1, lymphoma, myc, oncogene addiction

## Abstract

The *Runx* genes function as dominant oncogenes that collaborate potently with Myc or loss of p53 to induce lymphoma when over-expressed. Here we examined the requirement for basal Runx1 activity for tumor maintenance in the Eμ-Myc model of Burkitt's lymphoma. While normal *Runx1^fl/fl^* lymphoid cells permit mono-allelic deletion, primary Eμ-Myc lymphomas showed selection for retention of both alleles and attempts to enforce deletion *in vivo* led to compensatory expansion of p53^null^ blasts retaining *Runx1*. Surprisingly, *Runx1* could be excised completely from established Eμ-Myc lymphoma cell lines *in vitro* without obvious effects on cell phenotype. Established lines lacked functional p53, and were sensitive to death induced by introduction of a temperature-sensitive p53 (Val135) allele. Transcriptome analysis of *Runx1*-deleted cells revealed a gene signature associated with lymphoid proliferation, survival and differentiation, and included strong de-repression of recombination-activating (*Rag)* genes, an observation that was mirrored in a panel of human acute leukemias where *RUNX1* and *RAG1,2* mRNA expression were negatively correlated. Notably, despite their continued growth and tumorigenic potential, Runx1^null^ lymphoma cells displayed impaired proliferation and markedly increased sensitivity to DNA damage and dexamethasone-induced apoptosis, validating Runx1 function as a potential therapeutic target in Myc-driven lymphomas regardless of their p53 status.

## INTRODUCTION

*Runx1* encodes a transcription factor that plays a vital role in development of the haematopoietic system [1]. It belongs to a three-membered family of mammalian gene products that bind a common DNA target sequence by virtue of the conserved Runt domain and share a common heterodimeric binding co-factor, CBFβ [2, 3]. Like their Drosophila homologue, Runt, the Runx proteins function as transcriptional regulators and are capable of activating or repressing target promoters through the recruitment of co-activators or co-repressors [4]. The *RUNX1* (*AML1*) and *CBFB* genes are among the most commonly involved in human leukemias where they are affected by chromosomal translocations that frequently generate fusion oncoproteins [5].

Evidence that simple over-expression of any of the *Runx* gene family members can drive oncogenesis emerged first from mouse models, where it was shown that all three genes can act as targets for murine leukemia virus (MLV) insertional mutagenesis and transcriptional activation in lymphoma. Common targets in the Eμ-Myc lymphoma model include *Runx1* and *Runx3* [6], while all three members of the *Runx* family were identified as activation targets in CD2-MYC T-cell lymphomas [7–9]. The potent oncogenic effect of combining Myc and Runx over-expression is emphasised further in retroviral acceleration of lymphoma onset in *Runx2* transgenic mice which frequently entails activation of c-*Myc* or N-*Myc* [10], while compound transgenic mice over-expressing Myc and Runx genes in the T or B-cell compartment display very rapid tumor onset [10–12]. However, the *Runx* family are not merely cofactors for Myc oncogenesis; CD2-*Runx2* transgenic mice display dose-dependent predisposition to lymphoma [11, 13] and strongly synergistic lymphoma development in combination with other oncogenes such as *Pim-1* and *v-Myb*, as well as with loss of p53 [10]. Notably, the combination of *Runx2* and *Myc* oncogenes appears to overcome the need for mutational inactivation of p53 [14] despite the fact that both genes can trigger the p53 pathway and collaborate with p53 loss when over-expressed individually [15, 16].

In contrast to this catalogue of evidence of dominant oncogenic activity in lymphomagenesis, *Runx1* deficient cells in chimeric mice develop T-cell lymphomas after treatment with ENU [17], suggesting that loss of *Runx1* activity can also predispose to lymphoid malignancy. A similar dichotomy of observations exists for *RUNX1* in human haematopoietic cancers. *RUNX1* is among the most over-expressed genes in childhood ALL [18] and is highly amplified in a poor prognostic B-ALL subgroup [19] while presumptive loss-of-function *RUNX1* mutations have been observed in a small proportion of T-ALLs where network analysis further implicated *RUNX1* as a candidate tumor suppressor [20]. More extensive evidence of a tumor suppressor role for RUNX1 has come from myeloid malignancies where loss of function mutation is frequently observed in AML, and underlies familial platelet disorder with predisposition to AML [21, 22].

While the lymphomagenic effects of Runx over-expression have been amply demonstrated, the requirement for basal gene expression in tumor maintenance is an important and potentially far-reaching question that has been much less well investigated. In this study we tested the effects of ablating the endogenous *Runx1* gene in the well-characterised Eμ-Myc lymphoma model system [23] where ectopic expression of *Runx1* is known to drive lymphomagenesis [12]. We show that primary Eμ-Myc lymphomas have an increased requirement for *Runx1*, while this dependency is reduced, but not eliminated, in end-stage p53-deficient lymphoma cell lines. Our findings shed light on the paradoxical observation that *Runx1* deficiency can also predispose to lymphoma but more importantly validate Runx1 function as a therapeutic target in p53 wild-type or mutant lymphomas.

## RESULTS

### Addiction to Runx1 in primary Eμ-Myc lymphoma cells is attenuated in established cell lines

Eμ-Myc mice develop lymphomas with highly variable onset (average 30 weeks) during which they acquire a range of secondary mutations in the Cdkn2a-p53 pathway [24]. To achieve more homogeneous tumor onset and facilitate tracking of p53 loss along with *Runx1* deletion, we crossed these mice to a *Trp53*^+/−^ background. Eμ-Myc/p53^+/−^ mice succumb to B-cell lymphomas within a much narrower time window [25]. These mice were further crossed to generate Mx1Cre/*Runx1^fl/fl^* cohorts in which we could examine the ability of lymphoma cells to survive deletion of the endogenous *Runx1* gene.

Surprisingly, we found no significant difference in the rate of onset of lymphoma in Eμ-Myc/p53^+/−^/*Runx1^fl/fl^* mice with active Cre recombinase (Figure 1A, 1B), initially suggesting that Runx1 loss had no effect on tumor onset. However, PCR analysis (Figure 1C) of tumor-bearing spleens showed that the intact *Runx1* allele was strongly retained in the primary tumors, even in pIpC-treated mice. Spleens from mice with end-stage disease, which were markedly enlarged due to lymphoma expansion, showed levels of *Runx1* deletion significantly lower than normal splenic lymphoid cells from age-matched Mx1Cre^+^/Runx1*^fl/fl^* mice without the Eμ-Myc oncogene, indicating an increased rather than a decreased requirement for *Runx1* in primary lymphoma cells (Figure 1C, upper panel and lower right panel).

**Figure 1:**
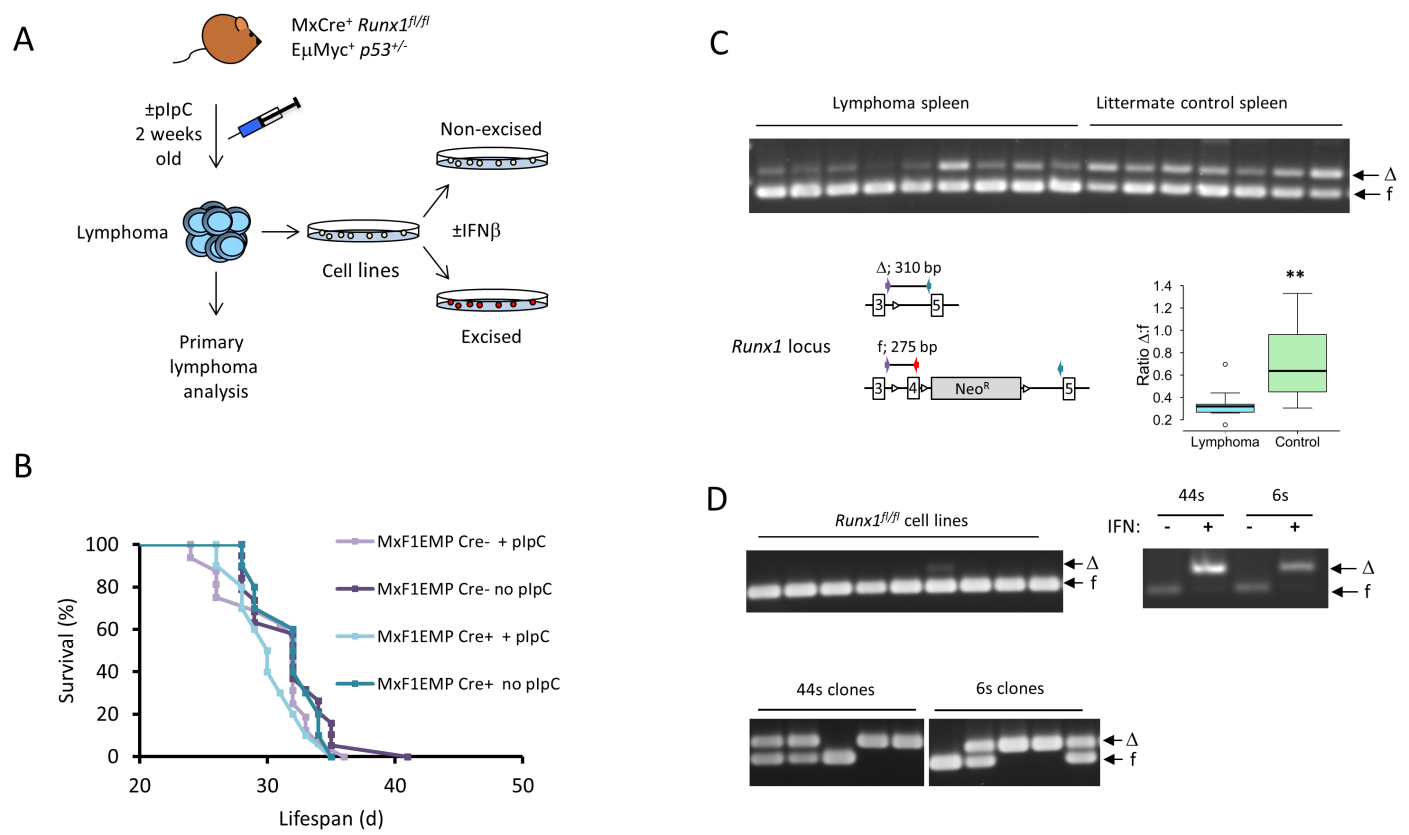
Eμ-Myc lymphomas strongly resist deletion of *Runx1 in vivo* but not *in vitro* **A.** Outline experimental design Lymphomas derived from Mx1Cre^+^/*Runx1^fl/fl^*/Eμ−Myc/*p53^+/−^* mice were analysed and also used to establish cell lines that could be treated *in vitro* with IFNβ to induce *Runx1* excision. **B.** Survival curve for *Runx1^fl/fl^*/Eμ−Myc^+^/*p53^+/−^* mice with or without the Mx1Cre transgene and with or without pIpC treatment to excise *Runx1*. Statistical analysis by Wilcoxon Rank Sum test showed no significant difference in survival between the groups of mice. **C.** Upper panel : *Runx1* excision PCR on genomic DNA derived from lymphoma spleen tissue of pIpC-treated Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^* mice (lymphoma spleen) and age-matched Eμ-Myc^−^ (lymphoma-free) littermate controls (littermate control spleen). Arrows indicate *Runx1*-floxed (f) and *Runx1*-deleted (Δ) bands. The panel below left shows a diagram of the multiplex PCR for detection of deleted (Δ) and floxed (f) Runx1. The cartoon shows loxP sites flanking exon 4 in the floxed allele before and after excision, location of primers (colored arrows) and size of PCR products. The panel below right shows the ratio of excised:non-excised band intensity determined by densitometry for the *Runx1* excision PCR samples shown in 1C. Boxplot shows the distribution of all the Δ:f ratios with the box representing the 1^st^ to 3^rd^ quantiles (Q1 to Q3) and the midline representing the median. Whiskers represent the smaller of the most extreme data point, or 1.5x the Q1-Q3 interquantile range. Asterisks denote statistical significance, with *p* = 0.008 **D.** The upper left panel shows *Runx1* excision PCR on genomic DNA from a series of independent cell lines derived from Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^* lymphomas. The right panel shows *Runx1* excision PCR on genomic DNA from samples of 44s and 6s Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^* cell lines treated with IFNβ to excise *Runx1* or with vehicle control; cell samples were taken 2 days after the start of IFNβ treatment. The lower panel shows *Runx1* excision PCR on genomic DNA from single cell clones derived from the 44s and 6s Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^* cell lines; cells were treated with a sub-optimal dose of IFNβ to induce partial excision of *Runx1* and single cell cloned as detailed in Materials and Methods. Arrows indicate *Runx1*floxed (f) and *Runx1*-deleted (Δ) bands.

While the cell lines derived from these lymphomas almost uniformly retained the functional active *Runx1* allele on initial establishment in culture (Figure 1D, upper left panel), they were able to survive excision of both wild-type alleles after treatment with IFNβ *in vitro* (Figure 1D, upper right panel). Moreover, single cell cloning of these lines after low dose IFNβ readily generated subclones with 0, 1 or 2 intact *Runx1* alleles (Figure 1D, lower panel). Using these lines we validated the direct PCR assay as a consistent measure of the proportion of excised to non-excised allele. In this assay, the observed ratio of excised to non-excised allele is proportionate to input and independent of DNA concentration (Figure S1A, S1B).

### Permissiveness for Runx1 deletion is lineage-dependent

In accord with previous reports [26], analysis of non-tumor bearing mice revealed lineage-dependence in permissiveness for *Runx1* deletion. Healthy tissues showed a marked difference in the levels of spontaneous and enforced deletion of *Runx1*, with thymus consistently more resistant than kidney or spleen. However, even the permissive tissues showed at most 50% deletion (Figure 2A). Mono-allelic deletion in *Runx1^fl/fl^* cells has been reported previously in *Runx1*-dependent tissues from vav-Cre*Runx1^fl/fl^* mice [26]. These results suggest that a strong homeostatic process selects for cells that retain at least one copy of *Runx1*. Consistent with this hypothesis, the cell type composition of spleen showed remarkably little change after enforced *Runx1* deletion (Figure 2B). However, fractionation of spleen cells into lymphoid (B220^+^ or CD3^+^) or myeloid (Mac1^+^) confirmed the relative permissiveness of the myeloid compared to the lymphoid compartment for deletion of Runx1 [26] (Figure 2C).

**Figure 2:**
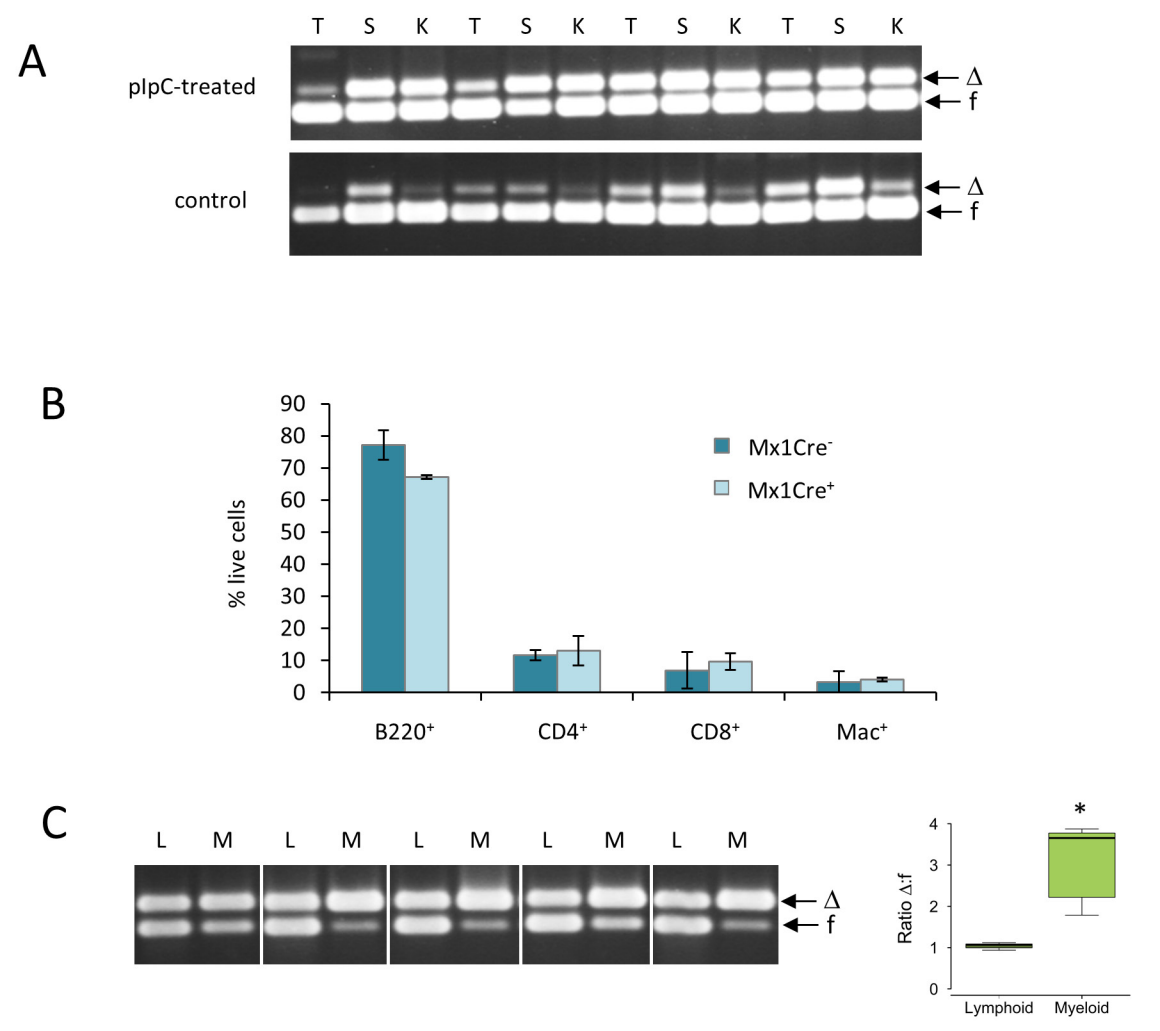
Healthy tissues display lineage-specific differences in permissiveness for *Runx1* deletion **A.** *Runx1* excision PCR analysis of genomic DNA from whole thymus (T), spleen (S) and kidney (K) of non-lymphoma-bearing adult *Runx1^fl/fl^* mice treated (upper panel) or untreated (lower panel) with pIpC to induce Mx1Cre expression. Arrows indicate *Runx1*floxed (f) and *Runx1*-deleted (Δ) bands. **B.** Flow cytometric analysis of spleen cell populations in pIpC-treated Mx1Cre^−^ and Mx1Cre^+^ Eμ-Myc^−^ healthy littermate control mice. Plot shows mean ± SD for measurements from 3 mice in each group; no statistically significant differences between the Mx1Cre^+^ and Mx1Cre^−^ cell populations were found. **C.** *Runx1* excision PCR analysis of genomic DNA from sorted lymphoid (B220^+^ or CD3^+^ cells; L) and myeloid (Mac1^+^; M) cells from non-lymphoma-bearing spleens of 5 pIpC-treated adult *Runx1^fl/fl^* mice. Boxplot shows the distribution of all the Δ:f ratios as described in Figure 1. Asterisk indicates that the difference is statistically significant (*p* = 0.01).

### Enforced deletion of Runx1 promotes the outgrowth of p53 null cells in Eμ-Myc/p53+/− lymphomas

Established lymphoma cell lines were found to have lost the wild-type *Trp53* allele in most cases and displayed consistent de-repression of Cdkn2a/p19^Arf^ [24] (Figure 3A, S2A). We therefore considered whether the contrasting behaviour of primary lymphomas and established cell lines with regard to retention of Runx1 was a consequence of loss of the wild-type *Trp53* allele. To address this hypothesis further and examine the temporal order of events *in vivo*, we analysed the minor blastic fraction of cells from end-stage lymphoma-bearing spleens, a procedure that has been shown to enrich for the most rapidly proliferating cells within the tumor [27]. The fractionated blasts displayed strong enrichment for cells that had lost the wild-type *Trp53* allele (Figure 3B). The fact that most lymphoma blast cells retained at least one *Runx1* allele indicated that loss of p53 was an earlier event that preceded permissiveness for *Runx1* loss, a conclusion reinforced by findings on newly established cell lines (Figure 1D, upper left panel). Enrichment for p53-deleted blasts was observed most strongly in pIpC-treated mice, suggesting that attempts to enforce deletion of *Runx1* may have perturbed the tissue sufficiently to create a permissive niche for outgrowth of bystander p53^−/−^ blasts. These results further emphasise the importance of *Runx1* for survival of Eμ-Myc lymphoma cells *in vivo,* even though it becomes dispensable in established cell lines *in vitro.*

**Figure 3:**
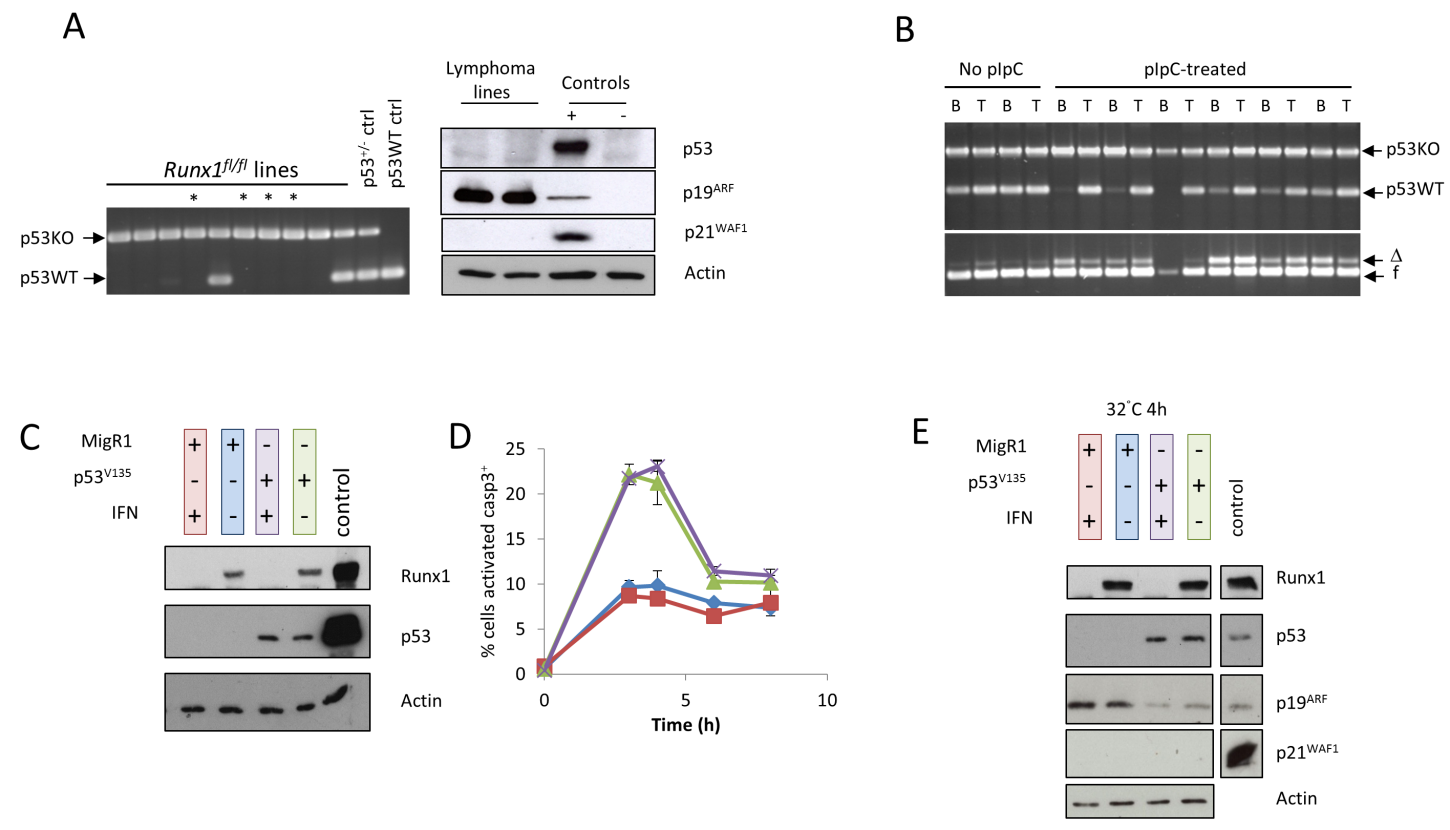
Loss of p53 precedes permissiveness for *Runx1* deletion during establishment of lymphoma cell lines **A.** Left panel: p53 allele PCR on genomic DNA from a series of independent cell lines derived from lymphomas in Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^* mice; arrows indicate p53^null^ (p53KO) and wild type (p53WT) alleles in control samples for p53^wt/wt^ and p53^+/−^; asterisks indicate cell lines established from pIpC-treated mice. Right panel: western blot analysis of total protein extracted from two established and independent lymphoma cell lines derived from lymphomas in Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^* mice that did not receive pIpC treatment. Extracts were probed with antibodies to p53, p19^ARF^ and p21^WAF1^. Actin was used as a loading control. Positive controls are listed in Materials & Methods and used in all subsequent analyses. **B.** Upper panel shows p53 allele PCR on genomic DNA from sorted blast cells (B) or whole tissue (T) from lymphoma-bearing spleens of untreated and pIpC-treated Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^* mice, while the lower panel shows *Runx1* excision PCR on the same DNA samples. Blast cells were sorted using CD45/SSC on B220^+^ cells as detailed in Materials and Methods. Arrows indicate p53^null^ (p53KO) and wild type (p53WT) alleles, and *Runx1*floxed (f) and *Runx1*-deleted (Δ) bands. **C.** Cells transduced with vector expressing temperature-sensitive p53^V135^ or the MigR1 control vector were treated with IFNβ to excise endogenous *Runx1,* and expression of p53 and Runx1 examined by western blot analysis. **D.** Paired Runx1^+^ and Runx1^null^ p53 addback cell lines treated with 5J/m^2^ UV were grown at 32^°^C to activate temperature sensitive p53 and stained for intracellular activated caspase 3 after 3, 4, 6 and 8h incubation. The percentage of cells expressing activated caspase 3 was determined by flow cytometry. Line colors are indicated by the color-coding of the western blots samples in 3C. **E.** Western blot analysis of total protein extracted from the experiment as shown in (D) 4h after UV treatment. Extracts were probed as before and loading confirmed by actin expression.

The hypothesis that Runx1 is required to counteract the growth suppressive effects of p53 was tested by transduction of a p53 null Eμ-Myc/*Runx1^fl/fl^* lymphoma cell line (3s) with a temperature-sensitive p53 allele (Val135). After transduction, interferon treatment was used to produce matched pairs of cell lines with or without endogenous Runx1 that could be tested for sensitivity to p53-induced death. However, the p53 “add-back” cells died by apoptosis at the permissive temperature (32^°^C) regardless of their Runx1 status or exposure to UV irradiation (Figure 3C, 3D, S2B). The functional integrity of the p53 pathway was maintained with respect to down-regulation of Cdkn2a/p19^ARF^ in response to temperature shift but the major target for p53-mediated growth arrest, Cdkn1a/p21^WAF1^, was undetectable in these cells (Figure 3E), suggesting a partial functional deficit. As it has been reported that p53 can affect Runx1 expression in T-cells [28], we also examined Runx1 expression in 3s cells, but saw no evidence of modulation by p53 (Figure 3E).

### Runx1 deficient cells display down-regulation of genes involved in growth and proliferation along with de-repression of *Rag* genes

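Gene expression was measured on 12 arrays, 1 per culture, in 4 groups of 3 cultures: 3s cells treated with IFNβ, 3s cells treated with vehicle, 30s cells treated with IFNβ and 30s cells treated with vehicle. The 3s line carries floxed Runx1 alleles and the interferon-inducible Mx1Cre transgene, so that IFNβ leads to excision of Runx1, while the Runx1 alleles of the 30s line cannot be excised. Runx1 encodes the DNA-binding subunit of core binding factor and Cbfb its partner. The Runx1 probe set read 7.88 ± 0.18 (SD, n = 3) on the log2 scale in IFNβ-treated 3s cells and 7.90 ± 0.11 (SD, n = 3) with vehicle. In 30s cells it read 8.32 ± 0.11 (SD, n = 3) after IFNβ and 8.24 ± 0.12 (SD, n = 3) with vehicle. Which of its probes lie in the excised part of the gene is not given in the sources used here, so this value does not measure the excision. Cbfb was read at a mean of 13.07 over the 12 arrays and Runx1t1 at 4.46. Of the 4 genes measured in the list of the Runx family and its partners (Runx1, Runx3, Cbfb and Runx1t1), 0 passed limma's test in 3s cells, 0 had an unadjusted p under 0.05, 0 passed when adjusted over the list alone and 0 passed the methods' t-test without adjustment. Runx2 has no probe set of its own in the annotation and is not analysed here. The values are the authors' log2 values after RMA normalisation, and changes are given as log2 fold changes, IFNβ over vehicle. The p-values come from limma's moderated test on all 12 arrays, adjusted over the 30063 genes that have a probe set with a single gene symbol. The median SD of a gene within a group lay between 0.069 and 0.071. The number of arrays limits the precision. The labels give 50 U/ml IFNβ for 72 h and 6 days of growth after it, and the paper's methods give 5 to 50 U/ml. In the labels the genotype entry follows the treatment in both lines, which conflicts with the paper, so the groups were taken from the cell name and the treatment.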

Changes in gene expression resulting from deletion of *Runx1* were examined using Affymetrix gene expression microarrays (Affymetrix GeneChip MTA 1.0). Three biological replicates of the 3s cell line were compared. Possible confounding effects of IFNβ treatment and Cre recombinase induction were controlled by comparison with a phenotypically matched Eμ-Myc lymphoma cell line (30s) of the same genotype apart from the non-deletable *Runx1^wt/wt^* allele. Treatment with IFNβ had no effect on Runx1 expression in these cells (Figure S3A, S3B).

Many genes showed changes in expression specific to the *Runx1^fl/fl^* genotype. 

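Brwd1, which encodes a reader of acetylated histones that acts in B cell maturation, rose in 3s cells by 1.85 (SE 0.09, n = 3 cultures per group, adjusted p = 3.69e-06 from limma). In 30s cells it fell by 0.70 (SE 0.09, adjusted p = 0.00651), a call that is lost when only the arrays of that line are fitted. The difference between the 2 effects was 2.55 (adjusted p = 9.39e-06). Brwd1 lies on chromosome 16, as Runx1 does, at a distance of 26 named genes in the RefSeq annotation of GRCm38.p6. Of the 24 named genes nearest to Runx1, 12 on each side, 0 passed limma's test in 3s cells and 0 had an unadjusted p under 0.05. Abcb1b, a drug efflux transporter, fell in 3s cells by 0.64 (SE 0.05, adjusted p = 1.46e-04) and was higher after IFNβ in 30s cells by 0.44 (SE 0.05, adjusted p = 0.00456, lost when only the 30s arrays are fitted), a difference of -1.08 (adjusted p = 1.12e-04). In 3s cells 306 genes changed, of which 174 rose and 132 fell, and 17 of them by more than 2-fold. In each of the 306 every IFNβ array lay beyond every vehicle array, as it did in 13.4% of all genes, where chance gives 10%. The test of the difference between the effects in 3s and 30s cells also passed for 306 genes, 178 above 0 and 128 below, and 147 of the genes that changed in 3s cells are among them. Without any 1 of the 12 arrays this test passed for 184 to 241 genes. At the study's thresholds more lay below 0 than above, with 556 above and 675 below by limma and 468 and 575 by the methods' t-test. With the methods' t-test on the arrays of each comparison and the same adjustment, 8 genes passed in 3s cells and 178 in the difference. Brwd1, Nckap1, Cgas, Myl4 and Eml1 are among these 8, and the other genes named for 3s cells are not. Leaving out any 1 of the 6 arrays of 3s cells gave 190 to 203 genes in 3s cells.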

To focus on the most prominent changes we applied a statistical significance threshold of *p* = < 0.05 and a fold change cut-off of 1.25. After subtraction of genes significantly changed in the 30s control, this left 123 genes of which 70 were up-regulated and 53 down-regulated on excision of *Runx1* (Figure 4A). 

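Cgas, the cytosolic DNA sensor that makes cyclic GMP-AMP, rose in 3s cells by 1.20 (SE 0.09, n = 3 cultures per group, adjusted p = 8.12e-05 from limma). Cysltr1, a receptor for cysteinyl leukotrienes, rose by 1.16 (SE 0.10, adjusted p = 1.62e-04) and Vps26b, a subunit of the retromer that sorts proteins from endosomes, by 1.05 (SE 0.07, adjusted p = 3.68e-05). Pik3r3, a regulatory subunit of phosphoinositide 3-kinase, rose by 0.99 (SE 0.08, adjusted p = 1.11e-04). Fndc3c1, with fibronectin type III domains, rose by 1.41 (adjusted p = 2.62e-04) and Fsip2l, related to a sperm fibrous sheath protein, by 1.23 (adjusted p = 4.5e-05). Myl4, a myosin light chain, fell by 1.20 (SE 0.05, adjusted p = 4.1e-07) and Eml1, which binds microtubules, by 0.98 (SE 0.07, adjusted p = 3.72e-05). Plek, a substrate of protein kinase C, fell by 0.92 (adjusted p = 0.0134), a call that is lost without vehicle replicate 2 or 3 of 3s cells. Coagulation factor F9 fell by 0.83 (adjusted p = 0.0072). At an unadjusted p under 0.05 from limma and a fold change over 1.25, 459 genes passed in 3s cells (250 higher and 209 lower) and 588 in 30s cells (257 higher and 331 lower). After subtraction of the genes past the same thresholds in 30s cells, 395 remained, 213 higher and 182 lower. More were lower than higher without vehicle replicate 2 of 3s cells (216 higher and 269 lower) and over all probe sets (574 and 692). Subtraction removed 64 genes, of which 29 had moved the same way in both lines. Of the 395 genes, 199 had an adjusted p under 0.05 in 3s cells and 114 in the difference between the lines. With a fold change over 1.5 the set held 91 genes, and with the adjusted p in both lines 205.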

As can be seen from the heat map in Figure 4B, the control 30s cells showed relatively modest changes after IFNβ treatment compared to *Runx1^fl/fl^* 3s cells. 

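Cd36, a scavenger receptor for lipids, fell in 30s cells by 1.39 (n = 3 cultures per group, adjusted p = 7.59e-04 from limma). Ms4a1, the B cell surface protein CD20, fell by 0.97 (adjusted p = 0.00617) and Cd180, a Toll-like receptor relative on B cells, by 0.77 (adjusted p = 0.00311). Igkv1-133 fell by 1.53 (adjusted p = 0.00296), and 24 of the 86 immunoglobulin kappa V genes measured were lower in 30s cells, with a median of -1.19. Xaf1 and Ifih1, which interferon induces, were higher in 30s cells by 0.43 (adjusted p = 0.0189, lost without any of 4 single arrays) and 0.42 (adjusted p = 0.0378, lost without any of 8). Of 32 interferon-stimulated genes, these 2 were higher in 30s cells, 0 lower and 30 did not pass (3 higher when adjusted over the list alone). In 3s cells 1 of the 32 fell (2 when adjusted over the list alone), the guanylate-binding protein Gbp3 by 0.46 (adjusted p = 0.00149). Egfl6, a secreted protein with EGF-like repeats, fell in both lines, by 1.26 in 3s cells (adjusted p = 8.42e-05) and by 0.74 in 30s cells (adjusted p = 0.00638). In 30s cells 347 genes changed, 196 up and 151 down. More fell than rose with cyclic loess (101 up and 120 down), over all probe sets (42 and 160), with the replicate block (116 and 132), with a fold change over 1.25 (86 and 119) and without any 1 of the 6 arrays of 30s cells (30 and 68 without IFNβ replicate 1), among other settings. Of the genes that rose, 29 lie on chromosome 3 and 33 on chromosome 19, where the median of the genes with a mean log2 value above 8 was 0.12 and 0.15. On chromosomes 4, 5, 10, 16 and 18 it lay between 0.069 and 0.079. Over the 306 genes that changed in 3s cells, the median absolute log2 fold change was 0.40 in 3s cells and 0.11 in 30s cells. These genes were selected in 3s cells, and over the 347 genes that changed in 30s cells the median was 0.081 in 3s cells and 0.35 in 30s cells. Over all genes it was 0.050 in 3s cells and 0.061 in 30s cells, and the estimated share of changed genes was 4.02% and 14.7%. The share in 3s cells fell to 1.71% without vehicle replicate 2 of 3s cells, to 1.85% without IFNβ replicate 3 and to 2.53% with quantile normalisation, it was 5.57% without IFNβ replicate 2, and a grouping of the 3s arrays other than by treatment gave 7.78%. The share in 30s cells was 11.4% without vehicle replicate 2 of 30s cells. With dim genes left out the shares were 9.99% in 3s cells and 26.3% in 30s cells. In both lines 30 genes changed, 19 of them in the same direction, where the product of the 2 shares gives 3.53 genes. Calls in the 2 lines use the same estimate of each gene's spread, so they are not independent and the product is not the number due to chance. Across all genes the fold changes in the 2 lines had a correlation of -0.007. Fitted on the 6 arrays of 30s cells alone, limma's test passed for 0 genes (3796 at an unadjusted p under 0.05) and the methods' t-test for 1, so the gene calls in 30s cells rest on a spread shared with the 3s arrays. Without any 1 of these 6 arrays, 98 to 210 genes passed.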

The gene set specific for Runx1 loss was subjected to Ingenuity Pathway Analysis which revealed significant associations with cancer and in particular with proliferation, apoptosis and differentiation of lymphocytes (Figure 5A). 

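Genes of MHC class II presentation were the only 1 of 26 lists of genes that fell in 3s cells both with a preset and with an estimated correlation. Of the 10 genes measured, 6 fell, 0 rose and 4 did not pass limma's test (9 lower when adjusted over the list alone), with a median of -0.35 (camera adjusted p = 1.18e-15, and adjusted p = 0.00776 with an estimated correlation). H2-Eb1, a class II beta chain, fell by 0.71 (n = 3 cultures per group, adjusted p = 0.0029 from limma) and H2-DMb2, which helps to load peptide, by 0.73 (adjusted p = 0.00487). H2-DMa fell by 0.42 (adjusted p = 0.0254), a call that is lost without any 1 of the 6 arrays of 3s cells. Ciita, the transactivator of class II genes, fell by 0.38 (adjusted p = 0.0112), which is lost without IFNβ replicate 1 or 2 of 3s cells. In the difference between the lines the list was lower too (adjusted p = 2.49e-06, but adjusted p = 0.126 with an estimated correlation). Of 51 marker genes of myeloid, T and NK, and stromal cells, 1 passed the test in 3s cells, the oxidase subunit Cybb that the paper also names, and 3 have a mean log2 value above 8. The list includes H2-DMb1 and H2-DMb2, which were chosen because of Fig. 5B, drawn from these same arrays. Of 18 inhibitors of the cell cycle, 1 rose (Btg2), 1 fell (Cdkn1a) and 16 did not pass (4 higher and 1 lower when adjusted over the list alone). That list was higher (camera adjusted p = 0.0134, but adjusted p = 0.136 with an estimated correlation). Of 26 genes of the cell cycle, 0 passed limma's test, 3 had an unadjusted p under 0.05 from it and 5 by the methods' t-test. With a median of -0.05 the list was lower (camera adjusted p = 0.0178, but adjusted p = 0.721 with an estimated correlation). Of 18 genes of B cell receptor signalling, 1 rose and 2 fell (1 higher and 6 lower when adjusted over the list alone), and the list was lower (camera adjusted p = 0.0157, but adjusted p = 0.721 with an estimated correlation). Pik3ap1 rose, and Prkcb and Ptpn22 fell. The paper names these, Btg2 and Cdkn1a from the same arrays, so the calls of their lists are not independent evidence. Of 25 apoptosis genes, 0 passed limma's test in 3s cells, 2 had an unadjusted p under 0.05 from it and 3 by the methods' t-test. Of 21 genes of the pre-B cell receptor and early B cells, 1 rose and 2 fell (2 higher and 5 lower when adjusted over the list alone). Of 10 plasma cell genes 1 rose (1 higher and 2 lower when adjusted over the list alone), Irf4, a transcription factor of plasma cell differentiation, by 0.56 (adjusted p = 3.43e-04).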

The direction of changes on deletion indicated that Runx1 is acting to sustain proliferation and survival while impeding differentiation in these cells (Figure 5B). 

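Btg2, which restrains proliferation, rose in 3s cells by 0.71 (SE 0.09, n = 3 cultures per group, adjusted p = 0.00225 from limma). Tgfb2, a cytokine that inhibits the growth of lymphoid cells, rose by 0.92 (SE 0.11, adjusted p = 0.00135), but its difference from 30s cells did not pass the test (0.64, adjusted p = 0.0878). Pik3ap1, an adaptor between B cell receptors and phosphoinositide 3-kinase, rose by 0.59 (adjusted p = 1.62e-04) and Angptl4, a secreted inhibitor of lipoprotein lipase, by 0.52 (adjusted p = 0.00242). S100a6, a calcium-binding protein of dividing cells, had the largest fall of all genes, by 1.56 (SE 0.18, adjusted p = 0.00146). Cybb fell by 1.29 (SE 0.14, adjusted p = 7.06e-04), Tlr4, the receptor for lipopolysaccharide, by 0.94 (adjusted p = 3.74e-05) and Cdkn1a, the cyclin-dependent kinase inhibitor p21, by 0.80 (SE 0.10, adjusted p = 0.00153). Of the genes drawn in Fig. 5B as increased on loss of Runx1, 12 were measured, and 11 of them rose. Dusp5, a phosphatase of ERK, did not pass the test over all genes (0.43, SE 0.19, adjusted p = 0.599). Of those drawn as decreased, 15 were measured, 14 fell and Lgals9, a galectin, rose by 0.68 (adjusted p = 6.38e-05). The figure names Lgals9b, which was taken here as Lgals9. It also names Hla-dmb, which was taken as H2-DMb1 and H2-DMb2, each counted as a gene. Adjusted over the list alone, 13 of the 27 genes were higher and 14 lower. The linker histone H1f2 rose by 0.96 (adjusted p = 0.039) and H2-DMb1 fell by 0.50 (adjusted p = 0.036), calls that are lost without any of 8 and of 10 single arrays. The study chose these genes on the same arrays, so the counts are not independent evidence. In the difference between the lines, 23 of the 27 passed in the same direction, and 2 of the 27 also changed in 30s cells. S100a6 is among the 23, but it read 4.38 to 4.83 on the 30s arrays, where a fall could hardly be seen. Timd2, a receptor of the TIM family, rose by 0.64 in 3s cells (adjusted p = 0.00299) and fell by 0.53 in 30s cells (adjusted p = 0.0145, lost without any of 3 single arrays and when only the 30s arrays are fitted). From the direction of the changes on deletion, the paper reasons that Runx1 acts to sustain proliferation and survival while it impedes differentiation in these cells.

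**Figure D1:**
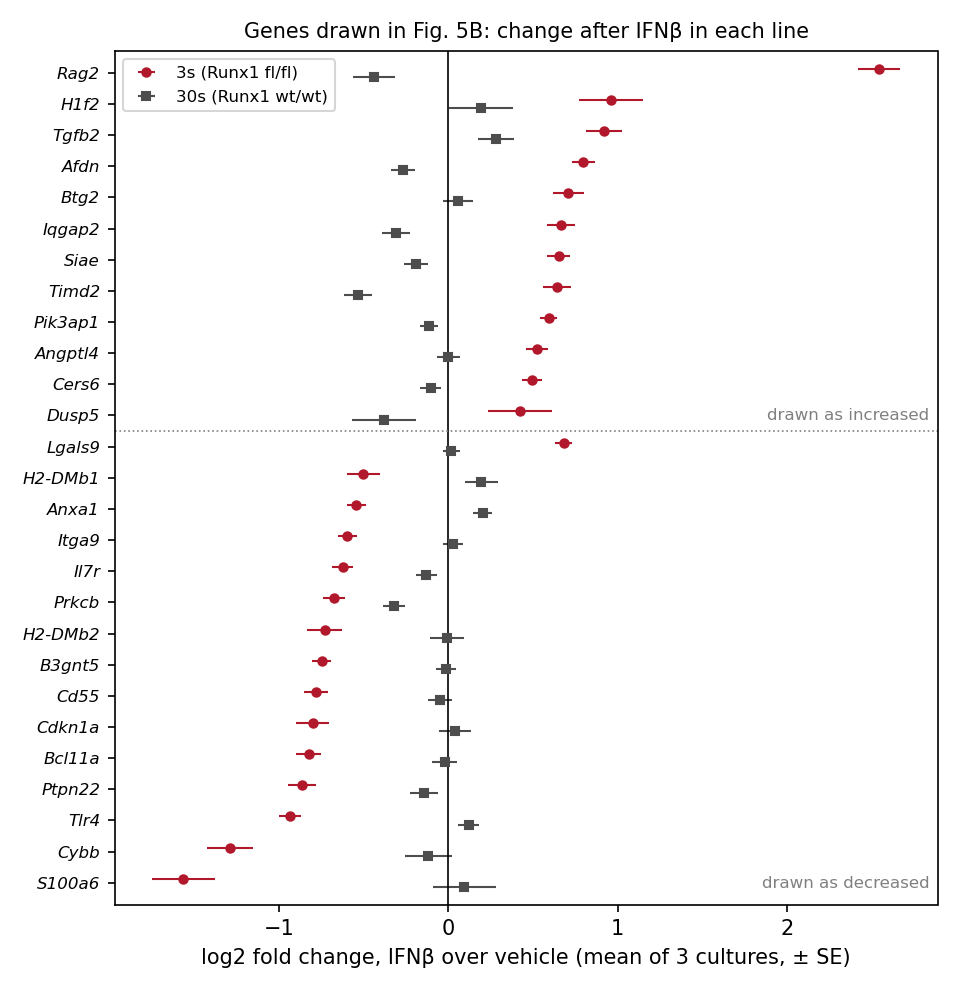
Log2 fold change (IFNβ over vehicle) with its standard error for the 27 genes of Fig. 5B that were measured, in 3s cells (red circles) and 30s cells (grey squares), n = 3 cultures per group. The dotted line separates the 12 genes drawn as increased from the 15 drawn as decreased, and Lgals9 (named Lgals9b in Fig. 5B) lies above 0 among the latter.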

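Rag2, a subunit of the recombinase that joins antigen receptor gene segments, rose in 3s cells by 2.54 (SE 0.13, n = 3 cultures per group, adjusted p = 3.69e-06 from limma), from 7.17 ± 0.18 (SD, n = 3) with vehicle to 9.71 ± 0.15 (SD, n = 3) after IFNβ on the log2 scale. In 30s cells its change did not pass the test (-0.44, SE 0.13, adjusted p = 0.128), and the difference between the lines was 2.98 (adjusted p = 2.15e-05). At an unadjusted p under 0.05 and a fold change over 1.25, its fall in 30s cells passed (unadjusted p = 0.00489 from limma, fold 1.36), so that the subtraction of genes changed in 30s cells removes it. Rag1, the other subunit, is read by a probe set shared with the transcript B230118H07Rik. That probe set rose in 3s cells by 0.58 (SE 0.05, adjusted p = 2.67e-04), from 5.17 ± 0.10 (SD, n = 3) to 5.75 ± 0.01 (SD, n = 3). In 30s cells it did not pass (-0.14, adjusted p = 0.283), and the difference was 0.72 (adjusted p = 0.00145). Among all genes tested, the rise of Rag2 ranked 2, and 46 genes that passed the test rose more than the Rag1 probe set. Of the 9 genes of V(D)J recombination with probe sets of their own, Rag2 rose, the DNA-dependent protein kinase Prkdc fell by 0.39 (adjusted p = 0.0034) and 7 did not pass (2 higher and 2 lower when adjusted over the list alone). The DNA ligase Lig4 was 1 of the 7 (0.39, adjusted p = 0.0875). The list as a whole did not pass (camera adjusted p = 0.761, and adjusted p = 0.822 with an estimated correlation), with a median of -0.00 and a mean of 0.25.

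**Figure D2:**
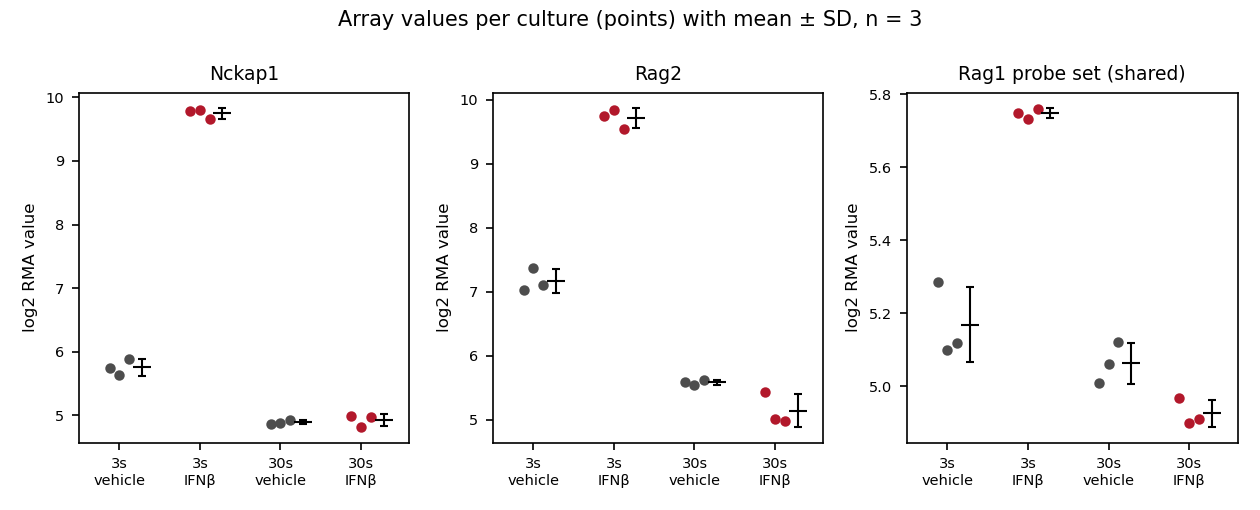
Log2 values of Nckap1, Rag2 and the probe set shared by Rag1 and B230118H07Rik in each culture of the 4 groups, with the mean and SD (n = 3 cultures per group). In all 3 panels the IFNβ-treated 3s cultures lie above the other 3 groups.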

*Rag1* and *Rag2* were common components of all four pathway clusters (Figure 5B) and were among the most strongly de-repressed genes in *Runx1*-deleted cells. Validation of the changes in *Rag* genes and other signature genes by quantitative real-time PCR confirmed the array findings and revealed larger fold changes in most cases, consistent with the precision but systematic underestimation of differences by this methodology [29] (Figure 5C).

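Nckap1, a subunit of the WAVE complex that regulates actin, had the largest rise of all genes in 3s cells, by 3.99 (SE 0.07, n = 3 cultures per group, adjusted p = 1.43e-10 from limma). Its log2 value was 5.76 ± 0.13 (SD, n = 3) with vehicle and 9.75 ± 0.08 (SD, n = 3) after IFNβ in 3s cells, and 4.89 ± 0.03 and 4.93 ± 0.09 (SD, n = 3 each) in 30s cells. Its difference between the lines was 3.95 (adjusted p = 7.43e-09). Bcl11a, a transcription factor of early B cells, fell in 3s cells by 0.82 (SE 0.07, adjusted p = 1.96e-04), from 9.14 ± 0.02 to 8.32 ± 0.13 (SD, n = 3 each). Cd55 and Cd55b, which protect cells from complement, fell by 0.78 (SE 0.07, adjusted p = 2.56e-04) and 0.57 (SE 0.06, adjusted p = 5.34e-04). Ptpn22, a phosphatase of antigen receptor signalling, fell by 0.87 (SE 0.08, adjusted p = 3.21e-04). Il7r, the receptor for interleukin 7, fell by 0.62 (SE 0.06, adjusted p = 4.83e-04), from 13.41 ± 0.09 to 12.79 ± 0.11 (SD, n = 3 each). The differences between the lines, 3s minus 30s, were -0.80 for Bcl11a, -0.73 for Cd55 and -0.49 for Il7r (adjusted p = 0.00418, 0.00583 and 0.0256). That of Il7r is lost without any of 9 single arrays. Prkcb, protein kinase C beta, fell by 0.68 in 3s cells (SE 0.06, adjusted p = 3.13e-04). It also fell by 0.32 in 30s cells (SE 0.06, adjusted p = 0.0413), which is lost without any of 9 single arrays and when only the 30s arrays are fitted, and the difference between the lines did not pass (-0.36, adjusted p = 0.115).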

**Figure 4:**
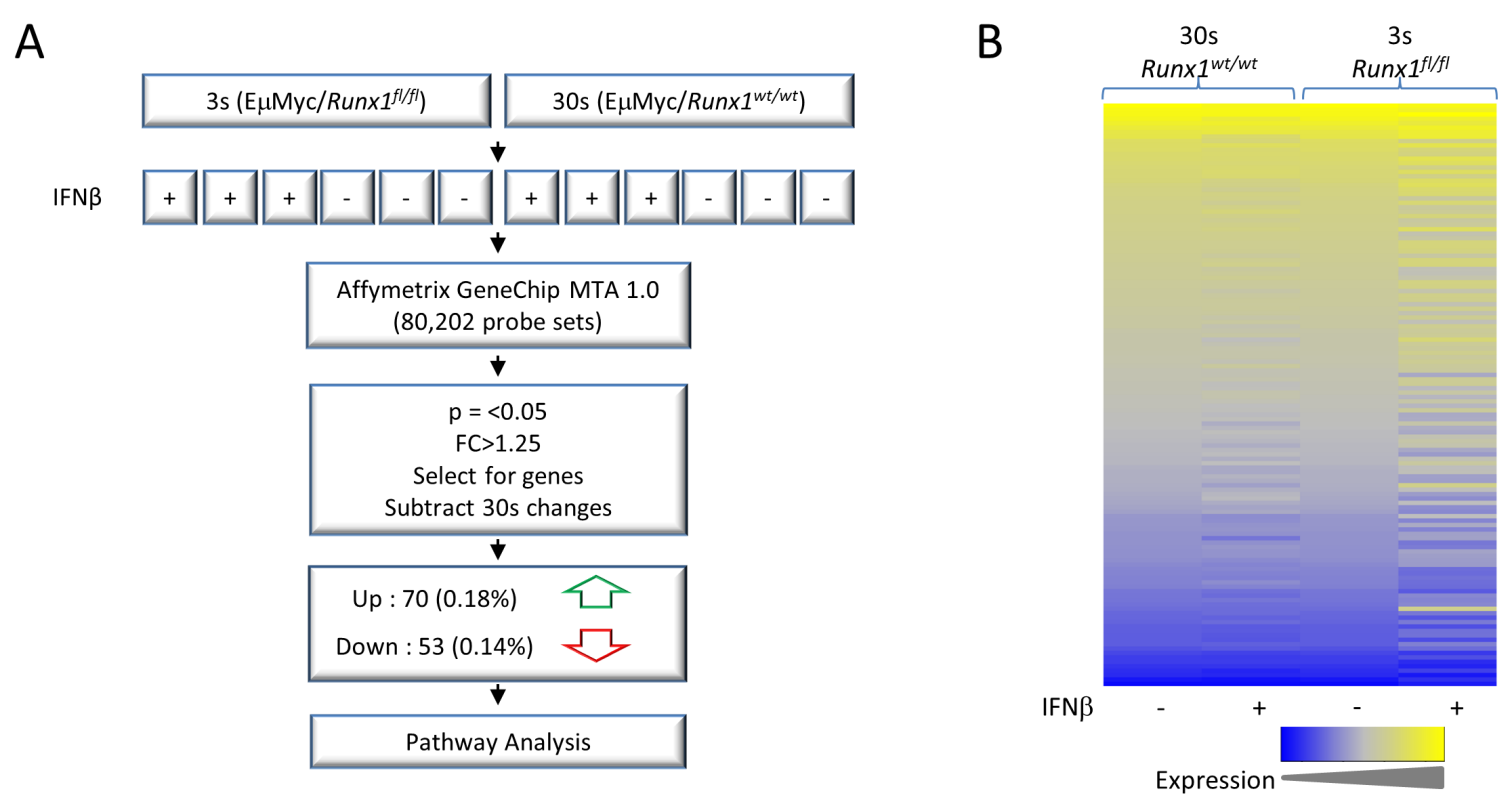
Gene expression microarray analysis of E**μ**-Myc lymphoma cells before and after *Runx1* excision **A.** Process overview. 3s+ and 30s+ cell lines derived from Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^* mice were treated with IFNβ, excising Runx1 from 3s cells (*Runx1^fl/fl^*) but not 30s controls where interferon responses induce Cre expression but deletion does not occur on the *Runx1^wt/wt^* background (see also Figure S3). RNA was extracted and gene expression examined by Affymetrix microarray. Significantly changed genes were selected by *p*-value and fold-change and a subset that were also significantly changed in 30s cells were subtracted to exclude non-Runx1 related changes. This gene list was then used in downstream analyses such as pathway analysis. **B.** Heat map of all genes significantly changed in 3s cells, defined as *p* < 0.05 and fold change > |1.25|. Shown is raw intensity for 3s and 30s cells. Low expression is shown in blue and high expression in yellow. 30s gene expression was normalised to 3s control (−IFNβ) expression.

**Figure 5:**
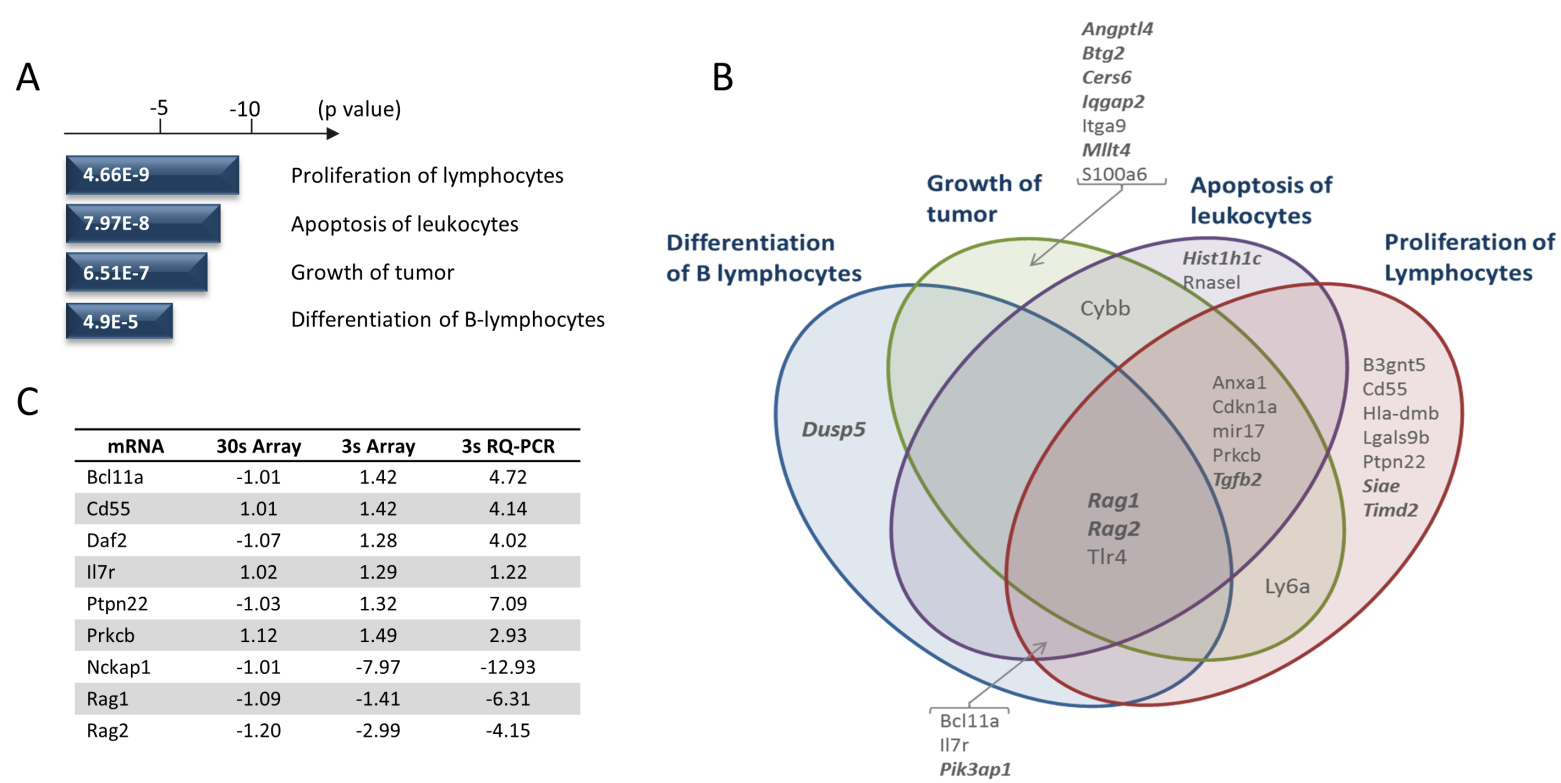
Gene expression changes specific for Runx1 deletion in Eμ-Myc lymphoma cells **A.** Ingenuity Pathway Analysis of the most changed genes (Figure 4) revealed significant enrichment for genes involved in the processes depicted. *P*-values are shown for top sub-processes in relevant categories. **B.** Venn diagram showing the overlap of the gene signatures for the significant processes in **A.** Genes in bold italics show increased expression on loss of *Runx1,* while the remainder are down-regulated. **C.** Validation of key target genes contributing to the Runx1 deletion signatures. Fold changes estimated by microarray and RQ-PCR are shown alongside comparable array values for the 30s control cells.

As recent studies have defined Runx1/RUNX1 gene expression signatures in other contexts, we examined our array data for similar changes in the key genes. An RNA-Seq study of normal haematopoietic stem and progenitor cells using the same *Runx1^fl/fl^* allele revealed a ribosome biogenesis gene expression signature associated with loss of Runx1 [30]. However, we saw no significant difference in these genes. 

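Of 45 genes of ribosome biogenesis measured, 0 passed limma's test in 3s cells (n = 3 cultures per group), 1 had an unadjusted p under 0.05 from it and 1 by the methods' t-test, and 0 passed when adjusted over the list alone. Their median log2 fold change was 0.00 (camera adjusted p = 0.846, and adjusted p = 0.981 with an estimated correlation). Mybbp1a, a nucleolar protein that represses ribosomal RNA transcription, had 0.07 (SE 0.03, adjusted p = 0.722 from limma). The assembly factor Mrto4 had 0.10 (adjusted p = 0.668), and Rrn3, which recruits RNA polymerase I, had 0.12 (adjusted p = 0.562). Of 31 ribosomal proteins with probe sets of their own, of 73 listed, 0 passed limma's test, and 0 had an unadjusted p under 0.05 from it or by the methods' t-test. Of 18 targets of Myc, 0 passed limma's test, 0 had an unadjusted p under 0.05 from it and 1 by the methods' t-test. In 30s cells the list of ribosome biogenesis was higher with a median of 0.06 (camera adjusted p = 2.17e-05, but adjusted p = 0.295 with an estimated correlation). None of its genes passed there over all genes, with 13 at an unadjusted p under 0.05 from limma, 13 by the methods' t-test and 9 higher when adjusted over the list alone. In the difference between the lines it was lower (camera adjusted p = 0.00503, but adjusted p = 0.373 with an estimated correlation). With genes changed in simulated data, limma's test found 43.9% of those changed 1.25-fold in 3s cells, so single changes of that size can go unseen.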

A subset of the most changed genes from the signature gene set is shown in Figure S3C. Nor did we note any obvious change in cell size or morphology in *Runx1*-excised Eμ-Myc lymphoma cell lines (Figure S3D). We also examined a mitotic checkpoint gene signature that was reported in Kasumi/AML cells after knockdown of RUNX1 [31]. The genes shown in Figure S3E were all significantly downregulated in Kasumi knockdown cells but were mostly unchanged in *Runx1^null^* Eμ-Myc lymphoma cells. 

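Nek6, a kinase that acts in the assembly of the mitotic spindle, had a log2 fold change of -0.19 in 3s cells (SE 0.06, n = 3 cultures per group, adjusted p = 0.339 from limma). In 30s cells it had 0.20, and the difference between the lines was -0.39 (adjusted p = 0.0786), which passed only with dim genes left out or without vehicle replicate 3 of 30s cells. The centrosomal kinase Nek2 had 0.09 in 3s cells (SE 0.04, adjusted p = 0.513) and the checkpoint kinase Bub1b 0.10 (SE 0.04, adjusted p = 0.503). Incenp, a scaffold of the chromosomal passenger complex, had 0.16 (adjusted p = 0.372). Of 25 genes of the mitotic checkpoint, 0 passed limma's test in 3s cells, 0 passed when adjusted over the list alone and 4 passed the methods' t-test without adjustment. An unadjusted p under 0.05 from limma was reached by 4 of them, Nek6 (unadjusted p = 0.0120), with the lower value after IFNβ, and Nek2 (unadjusted p = 0.0282), Bub1b (unadjusted p = 0.0268) and Incenp (unadjusted p = 0.0144), with the higher. The median of the list was 0.02 (camera adjusted p = 0.390, and adjusted p = 0.721 with an estimated correlation). In 30s cells the list was higher (camera adjusted p = 0.0347, but adjusted p = 0.295 with an estimated correlation). Bright genes were higher there in general, which camera does not take into account.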

Only *Nek6* was significantly down-regulated while two of the genes showed a significant increase (*Nek2*, *Bub1b*).

### Negative correlation of RUNX1 and RAG mRNA expression in a human leukemia panel

Aberrant RAG activity has recently been reported as a major source of cancer driver mutations in *TEL-RUNX1* t(12;21) B-cell leukemias [32], leading us to consider whether there may be a wider role for RUNX1 in RAG mis-regulation in human leukemia/lymphomas. Using Partek Genomics Suite 6.6 we examined the relationship between expression of *RUNX1* and *RAG1/RAG2* expression in a panel of acute and chronic leukemias from the MILE study (Microarray Innovations in LEukemia), a global microarray study comprising gene expression analysis of > 4000 patients [33]. As shown in Figure S4, *RUNX1* mRNA expression was relatively uniform compared to the *RAG* genes that displayed markedly higher expression in ALLs compared to normal tissues and myeloid leukemias. Also, expression of *RAG1* was significantly higher in t(12;21) ALLs than in other ALL types (Figure S4). Comparison of the levels of *RUNX1* and the *RAG* genes within the dataset (*n* = 750) identified significant, negative correlations between *RUNX1*/*RAG1* and *RUNX1*/*RAG2* (Figure 6). This pattern was evident in the total ALL dataset with or without the t(12;21) subset, where interpretation is more complex due to the detection of *TEL-RUNX1* as well as *RUNX1* mRNAs by the *RUNX1* probe sets. While the lack of significant correlation between *RUNX1* and *RAG1* and the weaker correlation between *RUNX1* and *RAG2* in t(12;21) cells is therefore difficult to interpret, the strongly negative correlation in other ALL sets is a robust observation.

**Figure 6:**
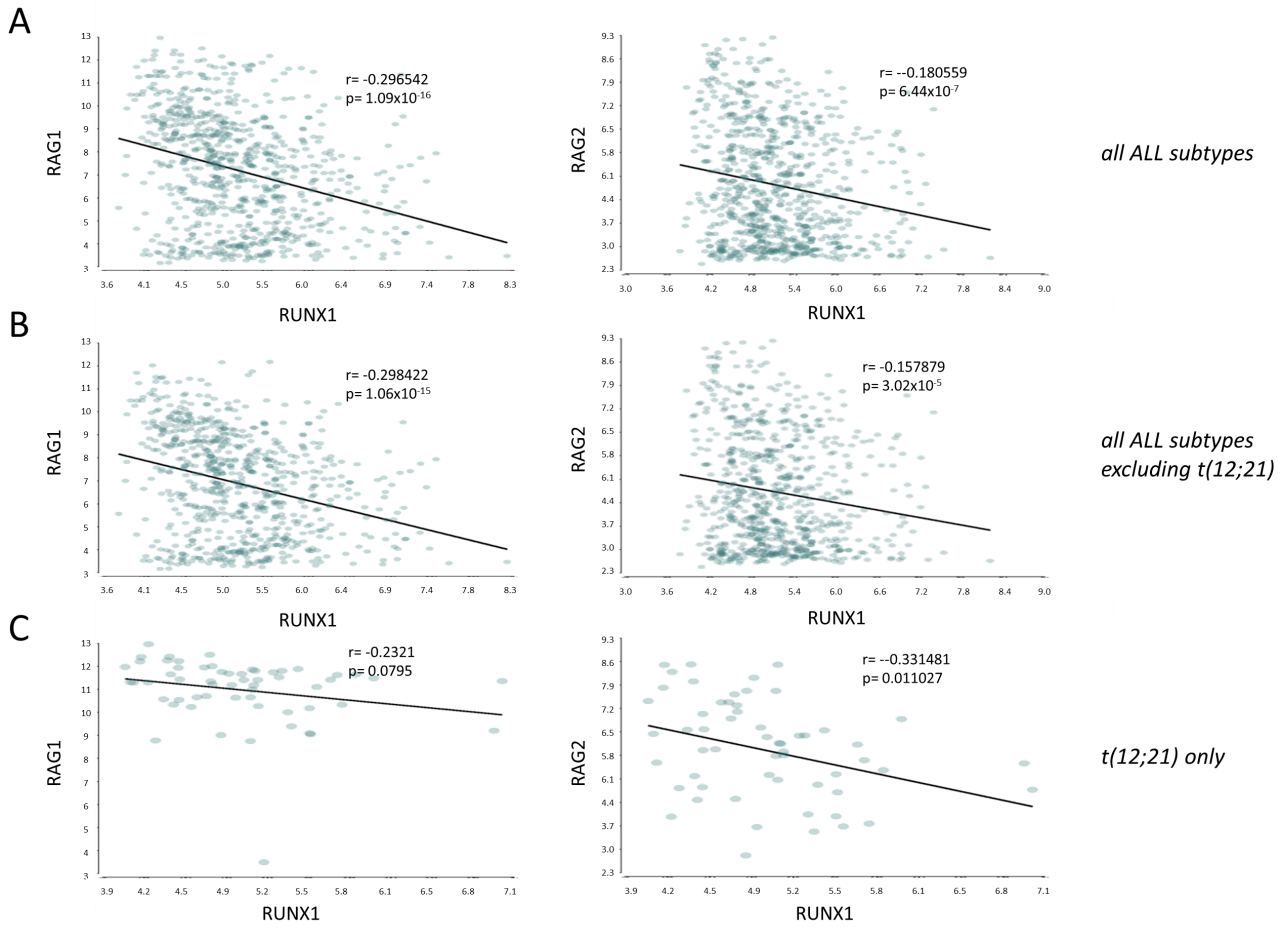
*RUNX1* mRNA expression is negatively correlated with *RAG1* and *RAG2* in a large panel of human ALLs Pearson correlation plots of gene expression (probeset intensities) of *RUNX1 vs RAG1* or *RAG2* in **A** all ALL subtypes within the MILE database (ref [33]) (*n* = 750), **B.** all ALL subtypes with the exception of the t(12;21)/*ETV6-RUNX1* subset (*n* = 692), **C.** the t(12;21) translocation only (*n* = 58). Plots show *p*-value and r-value.

### Eμ-Myc lymphoma cells lacking *Runx1* display growth impairment and increased sensitivity to genotoxic stress and dexamethasone-induced apoptosis

Careful observation suggested that the *Runx1*^null^ cell lines grew more slowly, and this suspicion was confirmed by serial passage of clonal Eμ-Myc/*Runx1^fl/fl^* cell lines in which partial excision had been induced. Cells retaining *Runx1* consistently outgrew their null clonal siblings (Figure 7A). This disadvantage could be accounted for by the observed lengthening of doubling time in *Runx1*-deleted cells (Figure 7B) operating over the prolonged culture period. Marked differences were also noted when cells were exposed to genotoxic stresses, where *Runx1^null^* cells displayed more rapid death in the presence of doxorubicin or ethanol (Figure 7C, 7D). The effects of ethanol were particularly potent on *Runx1^null^* cells (Figure 7D), possibility reflecting the fact that ethanol elicits wider oxidative stress-induced effects in addition to DNA damage [34, 35]. In light of our previous findings that ectopic Runx1 expression suppresses glucocorticoid growth inhibition in murine fibroblasts [36] we also tested the effects of dexamethasone. Again, *Runx1*-deficient Eμ-Myc lymphoma cells displayed significantly greater induction of cell death (Figure 7E)

**Figure 7:**
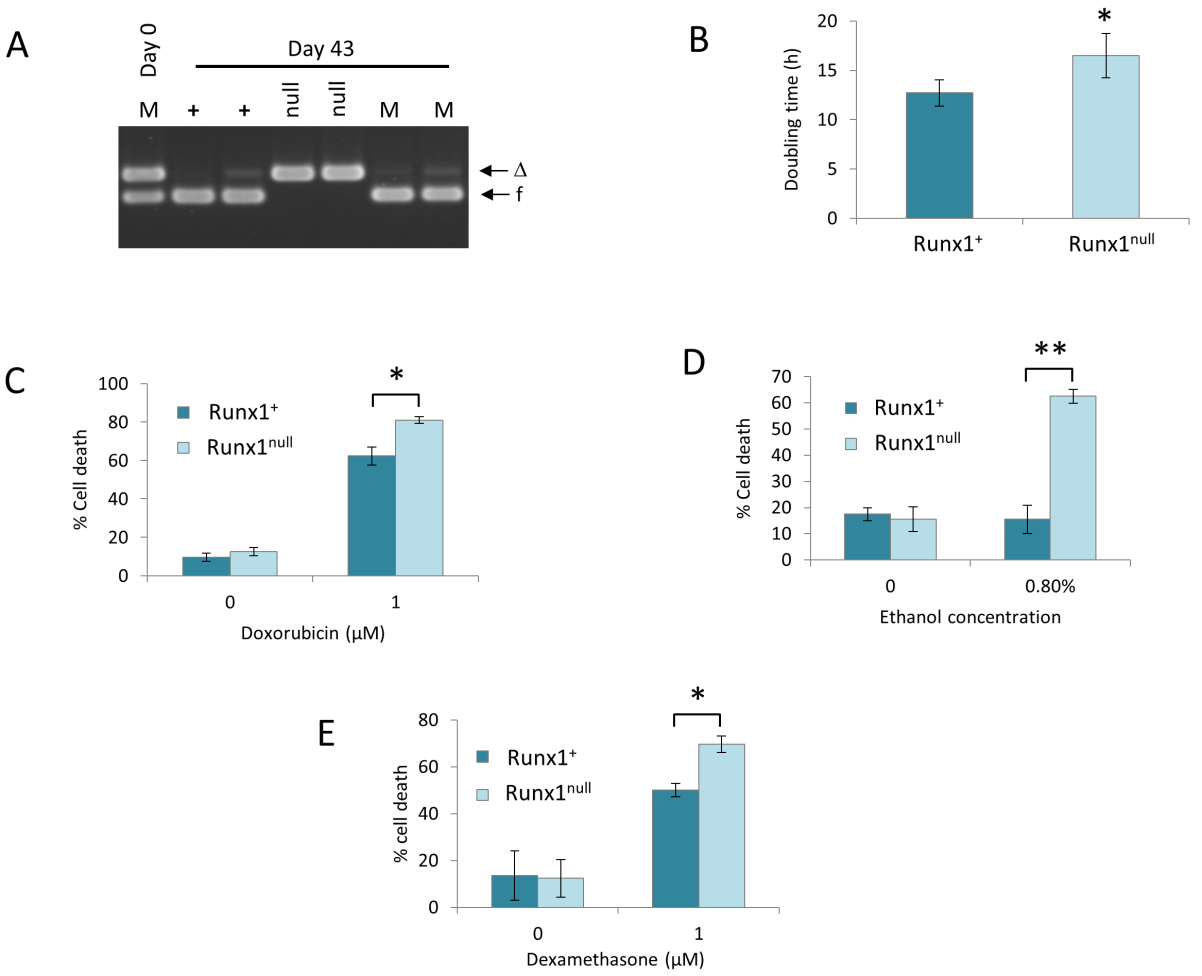
Excision of *Runx1* impairs proliferation and survival of E**μ**-Myc lymphoma cells *in vitro* **A.** *Runx1* excision PCR analysis of genomic DNA from duplicate samples of *Runx1^+^* (+) and *Runx1^null^* (null) cells or of a 1:1 mixture of these cells (M) on day 0 and after culture for 43 days. Arrows indicate *Runx1* floxed (f) and *Runx1*-deleted (Δ) bands. Results shown are from a single experiment representative of 3 independent experiments. **B.** Increased doubling time of *Runx1^null^* cells. *Runx1^+^* and *Runx1^null^* cells were plated at a density of 2×10^5^ cells/ml and cultured for 24h before counting. Doubling time was calculated as described in Materials and Methods. **C**.-**E**.Increased sensitivity of *Runx1^null^* cells to chemotherapeutic agents and oxidative stress. *Runx1^+^* and *Runx1^null^* were plated at 2×10^5^ cells/ml and treated with 1.0μM doxorubicin (C), 0.8% ethanol (D) or 1.0μM dexamethasone (E) for 24-30 hours before viability counting. Plots show mean ± SD for a single experiment carried out in triplicate and are representative of at least 3 independent experiments; * = *p* < 0.05, ** = *p* < 0.01.

### Eμ-Myc lymphoma cells are tumorigenic but circulating tumor cells display increased sensitivity to dexamethasone

The unexpected survival of Eμ-Myc lymphoma cell lines after *Runx1* excision *in vitro* led us to consider whether Runx1 is required for lymphoma re-establishment *in vivo*. This was tested by inoculation of NOD-SCID/γC^null^ (NSG) mice with cell lines with and without excision of *Runx1* (Figure 8). Retrospective analysis showed that the *Runx1*-excised input cells had a small residual fraction of non-excised cells, while the non-excised input cells were virtually pure (Figure 8A). Notably, the non-excised cells appeared to have a significant advantage in cells obtained from ascites but not in tumors that arose within the skin at the injection site, where mainly excised cells were observed. As these mice were not treated with pIpC, the non-excised cells had clearly undergone spontaneously induced deletion in the skin tumor deposits. While this phenomenon may also reflect local production of endogenous IFNβ in skin e.g. by plasmacytoid dendritic cells [37] the key observation for this study is that tumors can develop *in vivo* with no detectable Runx1. This analysis also shows that there is a strong selective advantage for retention of Runx1 in cells growing in suspension in the peritoneal cavity.

**Figure 8:**
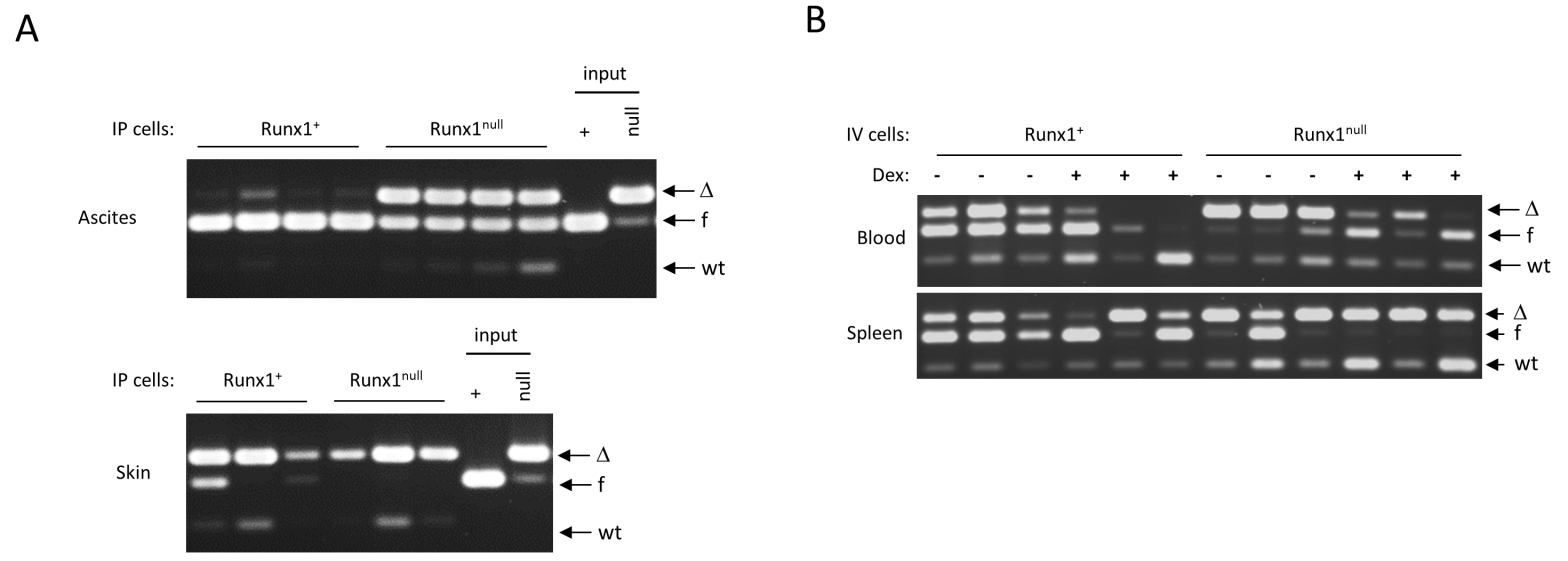
*Runx1^null^* lymphoma cells are tumorigenic but are out-competed by *Runx1^fl/fl^* cells in ascitic fluid and in the blood of in dexamethasone-treated mice **A.** *Runx1* excision PCR on genomic DNA from vehicle control (Runx1^+^) or IFNβ-treated (Runx1^null^) 3s cell line cells (“input”), and from cells from ascites fluid (upper panel) and tumors in skin (lower panel) derived from 4 mice transplanted IP with each of the input cell types. **B.** *Runx1* excision PCR on genomic DNA of cells derived from blood and spleen of 12 mice comprising 6 mice transplanted intravenously with *Runx1^+^*(3s+) and 6 with *Runx1^null^* (3s-) cells, and 3 mice from each of these groups treated with dexamethasone or vehicle control as detailed in Materials and Methods.

We also tested the effects of administration of dexamethasone on tumor formation. The most striking observation here was in circulating cells in blood, where dexamethasone treatment had a much greater effect in eliminating excised cells compared to their non-excised counterparts (Figure 8B). This observation illustrates the fact that the growth requirements of cells *in vivo* cannot be fully elucidated *in vitro* and suggests that free cells in circulation are most dependent on Runx1 for their survival. Notably, some splenic lymphomas appeared to consist of exclusively *Runx1^null^* cells (Figure 8B, lower panel), again indicating attenuation of Runx1-dependency compared to primary lymphomas.

## DISCUSSION

Previous studies have shown that ectopic expression of the *Runx* genes as a result of retroviral insertional mutagenesis or transgenic over-expression is potently synergistic with over-expressed Myc or loss of p53 in lymphomagenesis [9–11, 38, 39]. The present study shows that basal expression of the normal *Runx1* gene is vital for maintenance of primary Myc-driven lymphoma *in vivo* and that this dependence is stronger than in normal lymphoid cells, providing evidence of oncogene addiction *in vivo*. Surprisingly, lymphoma-derived cell lines were able to proliferate indefinitely and remained tumorigenic after complete excision of *Runx1*. This is a telling observation, as it demonstrates that Runx1 is not merely a structural component of the transcriptional apparatus that confers B-cell identity and sustains viability. However, *Runx1^null^* lymphoma cells displayed growth impairment compared to *Runx1* non-excised controls and were hypersensitive to DNA damaging agents and glucocorticoids. On transplantation, cells retaining Runx1 also had a selective advantage when growing as non-adherent cells in the peritoneal cavity and as circulating cells in the blood of mice treated with glucocorticoid. These observations suggest that *Runx1^null^* cells may be partially protected by supportive sites of high cell density *in vivo*.

The ability of p53^null^ Eμ-Myc lymphoma cell lines to survive *Runx1* deletion suggested a possible functional link whereby Runx1 protects against Myc-driven induction of p53 and/or downstream responses, and becomes superfluous after loss of the intact *Tp53* allele during *in vitro* establishment. However, reintroduction of a temperature-sensitive p53 expression construct (Val135) into cell lines did not discriminate between *Runx1* positive and negative cells, which succumbed to apoptosis with similar kinetics after temperature shift with or without irradiation. It is conceivable that another change, secondary to *Trp53* allele loss, allows the established cells to survive without *Runx1*. This hypothesis is consistent with the observation that the *Trp53^null^* blast cell fraction *in vivo* showed substantial retention of the intact *Runx1* allele. However, we cannot exclude the possibility that ectopic p53 *in vitro* fails to recapitulate fully the behaviour of endogenous p53 *in vivo*. For example, we were surprised to observe a lack of induction of detectable CDKN1A/p21^Waf1^ protein expression in response to irradiation and p53 activation. This observation implies that established Eμ-Myc lymphoma cells may have lost the capacity to undergo cell cycle arrest in response to p53 induction and choose cell death as the default pathway. This phenomenon could account for the increased selection against wild-type p53 in cultured lymphoma cells compared to their *in vivo* counterparts [14].

The cell-type specific regulatory processes controlled by the Runx transcription factors are underlined by transcriptome analysis of Eμ-Myc lymphoma cells before and after *Runx1* excision, which revealed many changes that were not evident in control *Runx1^wt/wt^* lymphoma cells with inducible Cre expression. The Runx1 gene expression signature we observed in Eμ-Myc lymphoma cells was significantly enriched for regulators of lymphocyte proliferation, survival and differentiation, with changes consistent with the observed growth advantage and chemo-resistance associated with intact Runx1 expression.

The marked up-regulation of *Rag1* and *Rag2* after *Runx1* deletion is of particular interest. These genes are regulated in a complex, lineage-specific manner in T- and B-cells and undergo waves of expression during B-lymphocyte development [40]. The promoters of both genes harbour multiple Runx binding sites, while further Runx motifs are essential for the function of an intergenic Rag silencer in T-cells which is over-ridden in double positive thymocytes by an anti-silencer upstream of *Rag2* [41]. We also noted strong inverse correlations between *RUNX1* and *RAG1/RAG2* mRNA expression in a panel of human leukemias and lymphomas. This is interesting in light of evidence that driver mutations are frequently induced by aberrant RAG activity in t(12;21) TEL-RUNX1 leukemias [42] which express unusually high levels of *RAG1*, but also in other genotypes that have no known lesion in *RUNX1* [43, 44]. The weaker correlation between *RUNX1* and *RAG* expression in t(12;21) leukemias may be an artefact of the detection of mRNA for both *TEL-RUNX1* and the untranslocated *RUNX1* allele but may also be a function of direct interference with *RAG* repression by the fusion oncoprotein. Moreover, the increased incidence of T-cell lymphomas in ENU-treated chimeric mice [17] and the occurrence of apparent loss-of-function *RUNX1* mutations in a subset of ALLs [20] might be explained at least in part by dysregulation of recombinase gene expression.

We noted very little overlap with changes associated with *Runx1* deficiency in murine haematopoietic precursor cells where ribosomal biogenesis was implicated recently as a Runx1-directed function [45]. Apart from their separation in the differentiation hierarchy, Eμ-Myc cells differ from HPSCs in over-expression of Myc, a known driver of ribosome biogenesis [46]. It is therefore conceivable that the effect of *Runx1* deletion on ribosomal gene expression in HSPCs is mediated indirectly through loss of signalling to Myc. We also noted diametrically opposite effects of *Runx1* deficiency on responses to DNA damage, where HSPCs were reported to display increased resistance [47], while we noted increased sensitivity of *Runx1*^null^ Eμ-Myc cells. While this difference might be related to cell transformation, the relative permissiveness to *Runx1* deletion of the myeloid compartment in normal spleen suggests that lineage-specific factors are likely to be involved. Moreover, the increased fragility of Myc-driven lymphoma cells lacking *Runx1* indicates that targeting of Runx pathways is likely to be of therapeutic benefit in the context of Myc-driven lymphoma. We also noted little overlap with the mitotic checkpoint signature observed after knockdown of RUNX1 in Kasumi t(8;21) AML cells [31]. While lineage-specific differences may again be invoked to explain this discrepancy, the AML cells also express the RUNX1-ETO fusion protein which is likely to modulate at least some of the key promoters and enhancers vacated by RUNX1 knockdown.

The finding that basal *Runx1* activity is critical for Myc-driven lymphoma maintenance *in vivo* and that dependence is only partially attenuated in established cell lines lacking p53 is encouraging for ongoing efforts to target the *Runx* genes and their downstream effectors in cancer therapy [48, 49]. Moreover, the increased sensitivity of *Runx1*-deleted cells to components of standard chemotherapeutic regimens in current use for lymphoma therapy suggests that these may be combined with Runx inhibition for greater efficacy.

## MATERIALS AND METHODS

### Generation of transgenic crosses and animal experiments

Mx1Cre^+^/*Runx1^fl/fl^* mice [26] were crossed with Eμ-Myc mice and *p53^−/−^* mice to produce highly tumour-prone Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^* mice and littermate controls lacking Mx1Cre and/or Eμ-Myc. Litters were treated at two weeks of age with 8.5mg/kg pIpC injected intraperitoneally (IP; two injections two days apart) or left untreated; animals were humanely culled when they showed signs of tumour development. *Runx1^wt^* controls (Mx1Cre^+^/*Runx1^wt/wt^*/Eμ-Myc^+^/*p53^+/−^*) were treated in the same way. Adult Eμ-Myc^−^/*Runx1^fl/fl^* mice were treated with 6 injections of 600μg pIpC 2-3 days apart at 5 weeks of age. Transplantation assays were performed in NOD/SCID/γCn*^null^* (NSG) mice, which were transplanted IP or intravenously (IV) with 5 × 10^6^ *Runx1^+^* or *Runx1^null^* cells; IV-transplanted mice were treated with 20mg/kg Dexadresone^®^ IP or vehicle control daily, Monday-Friday for 3 weeks and 5-10μl blood for flow cytometric analysis of B220^+^ cell counts were removed weekly by tail-tipping. Animal protocols used in this work were evaluated and approved by the University of Glasgow Ethics and Welfare Committee and were carried out under Home Office License (approval granted September 2012, license number PPL 60/4408) as governed by the Animal Scientific Procedures Act, 1986.

### Statistical analysis

Survival curves were compared using the Wilcoxon rank sum test. All other statistical comparisons were performed using the Student's *t*-test.

### Flow cytometry and cell sorting

Phenotyping of spleen cells was performed using the following antibodies: anti-B220-phycoerythrin, anti-CD4-phycoerythrin, anti-Mac1-PerCPCy5.5 (all BD Biosciences) and anti-CD8-FITC (Serotec). Spleen cell suspensions in PBS + 0.1% BSA (wash buffer) were stained with combinations of antibodies or isotype controls for 30 minutes at 4°C, red cells were lysed using Pharmlyse (BD Biosciences) and cells were analysed using an Accuri C6 flow cytometer and Cflow Sampler software (BD Biosciences). Analysis of activated caspase 3 expression was performed by flow cytometry using the PE Active Caspase 3 Apoptosis Kit (BD Biosciences) according to manufacturer's instructions. Sorting of spleen lymphoid and myeloid cells was performed using a combination of anti-B220-phycoerythrin and anti-CD3-phycoerythrin to identify lymphoid cells and anti-Mac1-PerCPCy5.5 to identify myeloid cells. Sorting of blast cells from primary lymphomas was performed by staining cells with anti-B220-phycoerythin and anti-CD45-FITC; in the B220^+^ population, blast cells were identified using CD45 and SSC as reported in [27]. All sorting was performed using a FACSAria (BD Biosciences).

### Genomic DNA extraction and PCR

Genomic DNA was extracted from cell lines using the DNeasy kit (Qiagen) and from tissues using the illustra Nucleon BACC2 DNA extraction kit (GE Life Sciences). Determination of DNA concentration was carried out using a Nanodrop 2000 (Thermo Scientific, Walatham, MA. USA). Analysis of *Runx1* excision in primary cells/tissues and cell lines was carried out using previously described primers and cycling conditions [50]; master mix was prepared with 2x ReddyMix, 1.6μM each primer and 10ng template DNA. Validation of this assay for quantitative determination of *Runx1* excision was performed by analysing excision in standards containing mixtures of 0-100% excised cells. PCR for *p53* wild-type and null alleles was performed using 20ng template DNA, 2x ReddyMix (ThermoFisher Scientific) and primers directed against p53 intron 4 (WP53: GTGTTTCATTAGTTCCCCAC), exon 5 (UP3: ATGGTGGGGGCAGCGTCTCA), and the null allele (NP5: CGGTCTTGTCGATCAGGATG); cycling conditions were 5 minutes at 94°C, 35 cycles of 1 minute at 94°C, 1 minute at 55°C and 1 minute at 72°C, then 7 minutes at 72°C, generating PCR products of 242bp (p53 wt allele) or 470bp (p53 null allele). All PCR products were separated on a 1.5 or 2% agarose gel and visualised with ethidium bromide and UV transillumination. Densitometry was carried out using ImageJ software (http://imagej.nih.gov/ij/); images shown were adusted only for contrast.

### Cell culture, constructs and retroviral transductions

The 3s, 6s and 44s cell lines were established from spleen tissue from primary lymphomas in Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc/*p53^+/−^* transgenic mice and grown in RPMI 1640 supplemented with 10% FCS, 100U/ml penicillin and streptomycin, 2mM L-glutamine and 50μM 2-mercaptoethanol (complete RPMI; all reagents from Life Technologies). Paired *Runx1^null^* and *Runx1^+^* cells were created from *Runx1^fl/fl^* parental cell lines by treatment with 5-50U/ml IFNβ (R&D Systems) or vehicle control (PBS+0.1% BSA); *Runx1* excision in IFNβ-treated lines was confirmed by *Runx1* excision PCR. The p53^V135^-GFP was constructed by ligating the 1.4kb EcoR1 fragment containing murine p53^V135^ [51] into the Mig-R1 vector [52]. Viral supernatants were prepared following transient transfection of GP86+E or 293T cells respectively and used to infect 3s cells as described previously [53]. Infected cells were sorted for GFP^+^ cells. Doubling time assays were performed in 12-well cell culture plates with 2×10^5^cells/ml and counted 24 hours after initiation of culture; doubling times were calculated using the formula T_d_ = t_i_ × (log(2)/log(q_2_-q_1_)) where T_d_ = doubling time, t_i_ = incubation time, q_1_ = number of cells at start of assay and q_2_ = number of cells at end of assay. Competition assays were performed by mixing equal numbers of excised and non-excised cells; cells were cultured in duplicate in complete RPMI, passaging three times per week, returning 10^5^ cells to 10ml culture at each passage; *Runx1* excision in the culture was monitored weekly by *Runx1* excision PCR. Ethanol, doxorubicin (Stratech Scientific #S1208 10mM in DMSO) or dexamethasone (Sigma D2915) treatment of pairs of excised and non-excised cell lines was carried out in 12-well plates using 2×10^5^ cells/ml and with the addition of ethanol (0.8%), doxorubicin (1.0μM) or dexamethasone (1.0μM). Single cell cloning of cell lines was performed by partially excising *Runx1* by sub-optimal IFNβ treatment and sorting single cells into 96-well plates in complete RPMI; growing clones were transferred to larger culture dishes until sufficient cells to analyse were obtained.

### RNA extraction and microarray analysis

Total RNA was isolated by RNeasy kit (Qiagen, Manchester, UK) from three cultures each of established lymphoma lines 3s (Mx1Cre^+^/*Runx1^fl/fl^*/Eμ-Myc^+^/*p53^+/−^*) and 30s (Mx1Cre^+^/*Runx1^wt/wt^*/Eμ-Myc^+^/*p53^+/−^*), treated with and without IFNβ to excise endogenous *Runx1* (Figure 4A). RNA was tested for quality on the Agilent 2100 Bioanalyser (Agilent Technologies, Stockport, UK) and NanoDrop 2000 (Thermo Scientific, Walatham, MA. USA) before screening against Affymetrix GeneChip Mouse Transcriptome Array 1.0 (High Wycombe, UK, 2014) by ATLAS Biolabs (Berlin, Germany) according to standard protocols. RMA normalisation followed by probe annotation and statistical analysis to generate *p*-values and fold changes was performed using Partek Genomics Suite 6.6 (Partek Inc., St.Louis, MO, USA). Microarray data are available at the Gene Expression Omnibus (GEO) repository, accession number GSE78001.

### Quantitative real-time PCR

cDNA was prepared from 1μg aliquots of RNA using a Quantitect Reverse Transcription kit (Qiagen) and diluted 1 in 20 in DEPC-treated water to give a working stock. For quantitative real-time PCR, 12.5ng aliquots of cDNA were amplified in triplicate on an ABI 7500 real-time PCR system using Power SYBR Green PCR master Mix (Thermo Fisher Scientific, UK), and primers for murine *Bcl11a, Cd55, Daf2, Il7r, Nckap1, Ptpn22, Prkcb, Rag1, Rag2* or endogenous control *18S rRNA* (Qiagen QuantiTect Primer Assays). Relative quantification was carried out and calibrated to vector control samples where appropriate. Data were analysed using the standard software for the ABI 7500 real-time PCR system.

### Western blotting and antibodies

Preparation of whole cell protein extracts was performed as described previously [54]. Samples equivalent to 50μg of protein (Bio-Rad protein assay) were resolved on 8-12% SDS polyacrylamide gels and transferred to enhanced chemiluminescence (ECL; Fischer Scientific), nitrocellulose membranes. The antibodies used were α Runx1 (#8229 New England Biolabs), α p53(FL393), α p21^WAF1^, α Actin (sc-6243, sc-471 and sc-1616, Santa Cruz Biotechnology) and α CDKN2A/p19ARF (ab80, Abcam). Positive controls were as follows: Runx1 (NIH3T3 transduced with pBabeRunx1 P1 [15], p53 and p21^WAF1^ (UVC-treated wild type MEF extract), p19^ARF^ (SV3T3 cell extract).

## CONCLUSIONS

Primary lymphoma cells from Eμ-Myc mice show evidence of addiction to *Runx1 in vivo*, but become permissive for deletion *in vitro*. Loss of p53 function appears to be necessary but not sufficient for this process. In this context Runx1 controls a network of genes involved in lymphocyte proliferation, survival and differentiation, shedding light on its dualistic behaviour in lymphomagenesis. While the ability of Myc-driven lymphoma cells to grow in the absence of Runx1 is surprising, their impaired proliferation and increased chemo-sensitivity validates Runx1 function as a candidate target in future combination therapies.

## SUPPLEMENTARY MATERIALS FIGURES

How the deposited data were processed for this re-analysis (not part of the article)

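RNA of 12 cultures was measured on Affymetrix GeneChip MTA 1.0 arrays, 1 array per culture. There were 3 cultures in each of 4 groups, 3s cells (floxed Runx1) and 30s cells (Runx1 that cannot be excised) after IFNβ or vehicle. The deposited values are log2 values that the authors made by RMA, which corrects background, normalises by quantiles and summarises probes per probe set. The submitters' processing notes name RMA and Affymetrix Expression Console 1.4, and the paper's methods name Partek Genomics Suite. The values were used as deposited. Whether a signal space transformation was applied, and the genome build of the annotation, are not given in the sources used here, so no coordinates are reported. The gene names, neighbours and chromosomes are those of RefSeq for GRCm38.p6.

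Of 72688 probe sets, 30604 carry 1 gene symbol, 2146 several, 33206 none and 6732 are controls. Symbols of 1135 probe sets were updated to current names. For a gene with several probe sets the one with the highest mean over the 12 arrays was taken, which left 30063 genes. For these, the chromosome in the probe set's name and that in RefSeq were equal in 99.7%. Probe sets with several symbols were left out, apart from the 2 that are the only ones for Rag1 and for Mir17 and are given as shared probe sets. Ly6a and Runx2 have no probe set with 1 symbol and are not analysed here. No array was the copy of another. The authors' probe-level scans were not used here.

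The groups were compared in R 4.3.3 with limma 3.58.1, in 1 fit of 4 group means (8 residual degrees of freedom, prior 3.14) with moderated tests, two-sided, and the Benjamini-Hochberg adjustment over all genes. The comparisons were IFNβ over vehicle in 3s cells, the same in 30s cells, the difference between these effects, and the vehicle groups of the 2 lines. A gene is said to rise, fall or change at an adjusted p under 0.05. The study's thresholds were taken as an unadjusted p under 0.05 from limma and a fold change over 1.25, in 3s cells and for the genes subtracted in 30s cells. The paper's methods name a t-test for comparisons other than survival, and its text does not state whether the p was adjusted. The share of changed genes was estimated with limma's propTrueNull. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 26 lists within each comparison, and beside it with an estimated correlation and with fry. Counts of list members are given over all genes and adjusted over the list alone. Some members are genes that the paper names from these same arrays.

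The comparisons, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined, apart from those named below as chosen after the results were seen. The named genes are those the paper names from the arrays in its text and in Figs. 5B and 5C, whose values and directions in the figures had been seen, and the 12 largest rises and 12 largest falls in 3s cells among genes past the test whose IFNβ arrays all lie beyond the vehicle arrays. To these come the 5 largest in each direction by the same rule in the other comparisons, up to 4 members of each list with the smallest adjusted p, and the Runx family and its partners. Predicted genes and small RNAs were left out of the ranks. The lists are the Runx family and its partners, V(D)J recombination, the pre-B cell receptor and early B cells, mature B cells, plasma cells, B cell receptor signalling, MHC class II, interferon-stimulated genes, the cell cycle, the mitotic checkpoint, cell cycle inhibitors, apoptosis, p53 targets, DNA damage, the glucocorticoid response, oxidative stress, Myc targets, ribosome biogenesis, ribosomal proteins, Toll-like receptors and NF-kB, adhesion and actin, and markers of myeloid, T and NK, erythroid and stromal cells and of sex.

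The alternatives were a fit on only the arrays compared, the replicate number as a block, an intensity trend with robust moderation, array weights, the methods' t-test, median centring, quantile normalisation, cyclic loess, leaving out dim genes, all probe sets, every probe set with 1 symbol, the mean over a gene's probe sets, a fold change threshold, other forms of the subtraction, and leaving out each array. The arrays of each line were also regrouped in every other way into groups of 3, and treatment was permuted within both lines 100 times, the real grouping included. The fit was tested on simulated data with 200 changed genes among 30063 in 5 draws. It found 85.1% of genes changed 1.5-fold and 97.0% of those changed 2-fold in 3s cells, and 22.1%, 64.8% and 91.5% of those changed 1.25-, 1.5- and 2-fold in the difference. Genes left alone made up 6.35% of the calls in 3s cells and 5.72% in the difference. A moved list of 10 genes was found in 5 of 5 draws. Each gene was drawn independently there, so this does not test the calls of lists whose members vary together. In the data the estimated correlation was 0.12 for MHC class II and 0.30 for ribosomal proteins. The arrays give no counts, and their number limits the precision.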

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

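The tests chosen only after the result was seen are those of a response shared by both lines, of probe sets without a symbol set against other chromosomes, of the dominant kappa V gene, of markers of other cell types for the MHC class II genes, and of the number of lines per genotype.

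The effect of IFNβ differed between 3s and 30s cells for 306 genes in limma's test of the difference. Of the 151 named genes, 58 passed this test, 30 above 0 and 28 below, as did the probe set shared by Rag1. The log2 fold change in 3s cells exceeded that in 30s cells by more than 1 for Nckap1 (3.95), Rag2 (2.98), Brwd1 (2.55), Hsd17b13 (1.48), Cd36 (1.44), Cgas (1.18), Timd2 (1.18), Vps26b (1.17), Fndc3c1 (1.1), Fsip2l (1.09) and Afdn (1.07), and for the kappa V genes Igkv4-58 (1.75), Igkv4-69 (1.66), Igkv4-68 (1.63), Igkv4-59 (1.55), Igkv1-133 (1.54), Igkv1-135 (1.42) and Igkv5-45 (1.36). It exceeded it by less for Iqgap2 (0.97), Cysltr1 (0.95), Pik3r3 (0.90), Siae (0.84), Rag1 (0.72), Pik3ap1 (0.71), Lgals9 (0.66), Btg2 (0.65), Cers6 (0.60), Cdkn1b (0.57), Angptl4 (0.52), Sox4 (0.48) and Irf4 (0.45). The difference was below 0 for S100a6 (-1.66), Igll1 (-1.53), Myl4 (-1.23), Cybb (-1.17), Abcb1b (-1.08), Tlr4 (-1.06), Eml1 (-0.88), Il33 (-0.88), Cdkn1a (-0.84), Bcl11a (-0.80), Dap (-0.79), Anxa1 (-0.75), H2-Eb1 (-0.74), B3gnt5 (-0.74), Cd55 (-0.73), H2-DMb2 (-0.72) and Ptpn22 (-0.72), and also for H2-DMa (-0.70), H2-DMb1 (-0.70), Itga9 (-0.62), Gca (-0.62), Xaf1 (-0.62), Cd55b (-0.59), Gbp3 (-0.50), Il7r (-0.49), Ciita (-0.48), Brca2 (-0.39) and Irf8 (-0.38). For Btg2, Cdkn1b, Angptl4, Irf4, Irf8, Ciita, Il7r, Gca, Dap, Il33, Igll1, H2-DMb1, H2-DMb2, H2-Eb1, Igkv1-135, Igkv4-59, Igkv4-68 and Igkv5-45 the call is lost without any of at least 4 single arrays. Some of these genes read low in 1 line. S100a6 read 4.38 to 4.83 on the 30s arrays, where a fall could hardly be seen, so its difference does not show a fall particular to 3s cells. Igll1, Gca, Dap and Il33 read 4.23 to 5.55 on the 3s arrays. With the treatment permuted within both lines, 1 of 100 groupings, the real one, reached 306, and the highest other reached 178. Such permutation asks whether treatment has an effect in either line, not whether the effects in the 2 lines are equal. It therefore does not decide whether the difference between the lines is due to chance. The grouping with 178 kept the real grouping of the 30s arrays, and so the effect in 30s cells, and joined vehicle replicate 3 of 3s cells with IFNβ replicates 1 and 3. In 3s cells alone this gave an estimated 7.78% of changed genes, above the 4.02% of the real grouping, with 0 genes past limma's test.

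Of the gene lists, 9 differed between the lines in camera's test at a preset correlation. The permutations, which have the same limit, reached this number in 1 of 100 groupings, with 7 in the highest other. Those with the larger log2 fold change in 3s cells were mature B cells (adjusted p = 0.0393), cell cycle inhibitors (adjusted p = 0.00879), apoptosis (adjusted p = 0.0393), adhesion and actin (adjusted p = 0.00605) and sex-linked genes (adjusted p = 0.0196). The adhesion and actin genes that changed in 3s cells were Nckap1, Iqgap2, Afdn, Itga9 and S100a6, and the inhibitors were Btg2 and Cdkn1a. The paper names all of these from the same arrays, so the calls of the 2 lists are not independent evidence. Of the sex-linked genes Xist fell in 30s cells by 0.71 (adjusted p = 0.0148 from limma, lost without any of 3 single arrays and when only the 30s arrays are fitted), and its own difference between the lines did not pass (0.41, adjusted p = 0.333). Xist read 6.08 to 6.62 on the 3s arrays and 14.0 to 14.9 on the 30s arrays. The Y-linked Eif2s3y and Kdm5d read 5.10 to 5.86 on the 30s arrays and 10.4 to 11.6 on the 3s arrays. Each of these genes thus read low in 1 line, where a fall could hardly be seen, so the call of this list does not compare the effects of IFNβ. Those with the smaller log2 fold change in 3s cells were MHC class II (adjusted p = 2.49e-06), oxidative stress (adjusted p = 0.00605), ribosome biogenesis (adjusted p = 0.00503) and ribosomal proteins (adjusted p = 0.0401). For ribosome biogenesis and ribosomal proteins, the general rise of bright genes in 30s cells was not taken into account. With an estimated correlation camera called 0 lists (4 at an unadjusted p under 0.05, and 6 by fry), and the adjusted p of these 9 lay between 0.126 and 0.551. Between the vehicle groups of the lines, which the paper does not compare, 7484 genes differed.

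In 30s cells the genes of chromosomes 3 and 19 with a mean log2 value above 8 had medians of 0.12 and 0.15 after IFNβ, a signal the paper does not discuss, with 0.069 to 0.079 on chromosomes 4, 5, 10, 16 and 18 (0 of 10000 random lists as high for each of the 7), and between the vehicle groups chromosomes 3 and 19 were already lower in 3s than in 30s cells (-0.35 and -0.29). Under quantile normalisation or cyclic loess at least 90.6% of the medians of chromosomes 3 and 19 was kept, which argues against an intensity trend left in the deposited values. Those values were already normalised by the authors and the probe-level scans were not used, so the authors' own normalisation was not tested. The medians in 3s cells were 0.011 and 0.032, at most 21.6% of those in 30s cells. This argues against a response shared by both lines as the whole of the shift, although on chromosome 19 only 1 of 10000 random lists was as high in 3s cells. Another copy number of these chromosomes in part of the 30s cells was tested on probe sets without a symbol, whose median on chromosome 3 was -0.015, and by the bound set beforehand this counts against it. That bound took no account of a fall of such probe sets on all 20 chromosomes (-0.058 on the others), which was seen only afterwards. Set against the other chromosomes their excess was above 0 in 1000 of 1000 resamplings on both. It was only 49.9% and 35.3% of that of the named genes. The medians of the bright named genes also went with the vehicle groups. Chromosomes higher in 3s than in 30s vehicle cells (0.086 to 0.26) had medians of -0.0049 to 0.024 after IFNβ in 30s cells. Those lower in 3s vehicle cells (-0.35 to -0.016) had medians of 0.050 to 0.15. This pattern was not set as a test of copy number. A copy number change may thus be a part of the shift and cannot be told apart from other causes.

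In 30s cells 24 of 86 kappa V genes were lower after IFNβ, 17 of them among the 25 measured of family 4, with log2 fold changes from -1.53 to -0.67, in data the paper does not discuss. Their deviations within the groups moved together, with a mean pairwise correlation of 0.540 over the 6 arrays (0.191 in the highest of 200 random lists), as probe sets that take up transcripts of similar V genes may do. A share of cells with another light chain that varied between cultures would raise this correlation too. The dominant kappa V gene of 30s cells had a log2 fold change of 0.050 (adjusted p = 0.952 from limma). It passed the test in neither direction, so it does not decide the question. At a mean of 15.95, against a highest gene value of 17.5, it did not reach the bound for too bright a probe set, but a small gain could go unseen. A smaller share of cells with another light chain thus cannot be told apart from the uptake of similar transcripts.

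The MHC class II genes were lower after IFNβ in 3s cells. Between the vehicle groups they did not all differ in the same direction. H2-Ea was 9.17 lower in 3s than in 30s cells on the log2 scale. H2-Eb1, H2-DMa, H2-DMb1 and H2-DMb2 were higher in every vehicle culture of 3s cells than in every one of 30s cells. H2-Eb1, for example, read 12.3 to 12.7 in 3s and 11.7 to 11.9 in 30s cells. The median of the list in 30s cells was 0.0098, which argues against a response to IFNβ or Cre shared by both lines, although camera's direction there was down and H2-Ob fell by 0.29 (adjusted p = 0.0159). Of 51 markers of myeloid, T and NK, and stromal cells 98.0% did not pass the test in 3s cells, but their median log2 value was 4.81 and most are too dim to show a fall. Of the 3 with a mean above 8, Cybb fell by 1.29, and Pecam1 (mean 9.91) and Cd68 (mean 9.48) did not pass, so a smaller share of another cell type cannot be told apart from a change within the cells. With 1 line of each genotype, loss of Runx1 cannot be told apart from another difference between the lines, which would need another floxed line and another control line.

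For the 10 splits of 6 arrays the share cannot fall below 0.1. The real split gave 306 genes in 3s cells and the highest other 1, in 30s cells 347 and 1, and between the vehicle groups 7484 and 0 (by limma). At the study's thresholds it gave 395 genes and the highest other 207. For gene lists it gave 4 in 3s cells, which 2 of 10 splits reached, and 7 in 30s cells with 2 in the highest other. The median absolute log2 fold change over all genes was 0.050 in 3s cells and 0.054 in the highest other split (2 of 10 as large), and 0.061 in 30s cells with 0.056. The estimated share of changed genes in 3s cells was reached by 2 of 10 splits, and in 30s cells it was 14.7% with 7.57% in the highest other.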

How the results depend on the processing

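The alternative without the genes of chromosomes 3 and 19 was chosen only after seeing the data, and no other was. Of 11043 values of named genes under the alternatives, 10497 stayed on their side of the test, 500 were no longer past it, 46 came past it and 0 were past it in the opposite direction, and of 1368 values of gene lists these were 1261, 84, 23 and 0. The cause was not tested where a count moved, except that fewer arrays weaken a test, and more probe sets change what is counted, by their construction. The genes changed in 3s cells were 154 when only the arrays compared were fitted, 8 by the methods' t-test and 188 over all probe sets, against 306. Without 1 array they were 190 to 298, with 199, 193 and 190 without IFNβ replicate 1, 2 and 3 of 3s cells and 198, 193 and 203 without vehicle replicate 1, 2 and 3. In 30s cells, against 347, they were 0 with only the arrays compared (limma, 3796 unadjusted), 1 by the methods' t-test, 193 with quantile normalisation, 221 with cyclic loess (101 up and 120 down), 619 with dim genes left out, 202 over all probe sets (42 up and 160 down) and 205 with a fold change over 1.25. Without 1 array they were 98 to 355, with 98, 159 and 197 without IFNβ replicate 1, 2 and 3 of 30s cells and 210, 133 and 135 without vehicle replicate 1, 2 and 3. For the difference, against 306, they were 178 by the methods' t-test and 1043 by it at the study's thresholds (468 above 0 and 575 below), and 184 to 241 without 1 array. The count was 200 without IFNβ replicate 2 or vehicle replicate 2 of 3s cells, 191 and 200 without IFNβ replicate 1 and 2 of 30s cells, and 184 without vehicle replicate 2 of 30s cells. Between the vehicle groups, against 7484, 4937 passed the methods' t-test, 4272 that test at the study's thresholds and 4389 a fold change over 1.25. At the study's thresholds, against 395, there were 1266 over all probe sets (574 higher and 692 lower), 205 with the adjusted p in both lines, 91 with a fold change over 1.5 and 8 by the methods' t-test after adjustment, and without vehicle replicate 2 of 3s cells 216 were higher and 269 lower. With the replicate block the 5 counts were 231, 248, 241, 7251 and 393, and without chromosomes 3 and 19 they were 272, 234, 269, 6632 and 358.

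Camera with an estimated correlation called 1 list in 3s cells, 0 in 30s cells (4 unadjusted, 5 by fry) and 0 in the difference, against 4, 7 and 9. At the preset correlation camera called 4 in 30s cells with dim genes left out, and without 1 array 2 to 5 in 3s cells (2 without IFNβ replicate 2 or vehicle replicate 3 of 3s cells), 1 to 7 in 30s cells (2 without IFNβ replicate 2 and 1 without vehicle replicate 1 of 30s cells) and 5 to 12 in the difference (5 without vehicle replicate 3 of 3s cells). The median absolute log2 fold change over all genes was 0.057 in 3s cells and 0.077 in 30s cells with dim genes left out, and 0.050 to 0.058 and 0.061 to 0.067 without 1 array. Over the genes changed in 3s cells it was 0.46 in 3s cells with the replicate block, 0.44 with quantile normalisation and 0.41 to 0.50 without 1 array, and in 30s cells 0.10 with quantile normalisation and 0.10 to 0.13 without 1 array. The estimated share of changed genes in 3s cells was 2.53% with quantile normalisation, 9.99% with dim genes left out and 1.71% to 5.57% without 1 array, with 1.85% without IFNβ replicate 3 and 1.71% without vehicle replicate 2 of 3s cells. In 30s cells it was 13.3%, 26.3% and 11.4% to 15.1%. Replicate numbers do not pair the cultures, since the deviations of like-numbered arrays correlated by -0.10 to 0.13 in 3s cells and -0.07 to 0.04 in 30s cells.

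The difference between the lines has no value when only the arrays compared are fitted. The shared probe sets of Rag1 and Mir17 have none in that fit, with an intensity trend or with array weights. The arrays give no detection call, so for a gene read near the background it is not known whether it was expressed, and a change there is limited by signal over background. No scaling moved the median of all genes by more than 0.1.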

Differences from the paper's values

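No test in this part was chosen after the result was seen. The paper's set specific for Runx1 loss holds 123 genes, 70 up-regulated and 53 down-regulated, at thresholds of 0.05 and 1.25 whose p is not stated as adjusted or not. Here it held 395, 213 and 182. Of 30 alternatives set before the data were examined, only the fold change over 1.5 came within 1.5 times (91, 48 and 43), and the others ranged from 8 to 1266. All of them start from the deposited values, for which the submitters' notes name Expression Console, while the paper's methods name Partek Genomics Suite. Whether another processing of the probe-level scans accounts for the gap was therefore not tested.

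The paper's Fig. 5C gives folds of vehicle over IFNβ, which were read by eye. Of 18 such folds 13 differ from the values here, and 5 do not, those of Rag1 in 3s cells and of Bcl11a, Cd55, Ptpn22 and Nckap1 in 30s cells. A fold was counted as differing where its log2 gap exceeded both the larger group SD and an assumed small reading error, or where its sign was opposite. Reading by eye may be off by more, so the small gaps, as for Cd55b and Il7r in 30s cells and Prkcb in 3s cells, may be reading error. For 3s cells the paper shows about 1.4 for Bcl11a in Fig. 5C where the value here was 1.77, about 1.4 for Cd55 where it was 1.72, about 1.3 for Cd55b where it was 1.49, about 1.3 for Il7r where it was 1.54 and about 1.3 for Ptpn22 where it was 1.82. It shows about 1.5 for Prkcb in 3s cells in Fig. 5C, where the value here was 1.60, and there is no difference with median centring, with quantile normalisation and without IFNβ replicate 1 of 3s cells. It shows about -8.0 for Nckap1 and about -3.0 for Rag2 in 3s cells in Fig. 5C, where the values here were -15.9 and -5.83. For 30s cells it shows about -1.1 for Cd55b, about 1.0 for Il7r and about 1.1 for Prkcb in Fig. 5C, where the values here were -1.01, 1.09 and 1.25. It shows about -1.1 for Rag1 and about -1.2 for Rag2 in 30s cells in Fig. 5C, where the values here have the opposite sign, 1.1 and 1.36 (adjusted p = 0.283 and 0.128 from limma). For Prkcb in 3s cells these 3 alternatives close the gap, and for the other values none of 24 alternatives does (21 for Rag1). These alternatives too start from the deposited values, so they cannot show whether the 2 programs named for the processing account for the gaps.

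The paper states that Nek6 fell and Nek2 and Bub1b rose. Here their log2 fold changes in 3s cells, -0.19, 0.09 and 0.10, did not pass limma's test after adjustment under any alternative. At an unadjusted p under 0.05 from limma all 3 pass in the direction the paper states (unadjusted p = 0.0120, 0.0282 and 0.0268), with folds under 1.25. The paper draws Lgals9b, taken here as Lgals9, as decreased and Dusp5 as increased on loss of Runx1. Here Lgals9 rose by 0.68, and the opposite direction rests on that match of names. Dusp5 (0.43) did not pass after adjustment under any alternative, while 25 of the other 25 genes measured of Fig. 5B passed in the drawn direction. At the study's thresholds, and adjusted over the list alone, Dusp5 passes as higher. Rag2 and Timd2 were removed here by the subtraction of genes changed in 30s cells, having moved the opposite way there, and 25 of the 27 genes stayed in the set. Both stay with no subtraction or with only changes in the same direction subtracted, and Rag2 stays with the adjusted p in both lines. The paper describes relatively modest changes in 30s cells from a heat map limited to genes that changed in 3s cells. Over the genes changed in 3s cells the median absolute log2 fold change was smaller in 30s cells here too (0.11 and 0.40). Among all genes, which that heat map does not cover, 347 changed in 30s cells and 306 in 3s cells. Fitted on the arrays of each line alone, 0 genes passed limma's test in 30s cells (3796 unadjusted) and 154 in 3s cells, and by the methods' t-test after adjustment 1 and 8. Without 1 array of the line itself 98 to 210 passed in 30s cells and 190 to 203 in 3s cells. By the methods' t-test at the study's thresholds 444 and 365 passed.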

Other observations

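The groups of histone genes and of the neighbours of Runx1 were chosen only after the results were seen. The 2 lines differ widely before treatment. In the vehicle groups 7484 genes differed in limma's test, 4293 higher and 3191 lower in 3s cells, and 579 by more than 2-fold. The Y-linked genes Eif2s3y and Kdm5d were higher in 3s cells by 5.74 and 5.17 on the log2 scale, and Xist, the RNA of the inactive X chromosome, was lower by a log2 fold change of -8.26. The class II chain H2-Ea (-9.17), Jhy (-6.30) and the aldo-keto reductase Akr1e1 (-5.90) were lower in 3s cells, as was the dominant kappa V gene of 30s cells (-11.04). Tmeff1 (5.08), Casd1 (3.89) and the monoamine oxidase Maoa (3.80) were higher.

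In 30s cells Gca, a calcium-binding protein, rose by 0.70 (adjusted p = 0.00489 from limma), the apoptosis gene Dap by 0.76 (adjusted p = 0.0104, lost without IFNβ replicate 1 of 30s cells) and Pemt, which makes phosphatidylcholine, by 0.72 (adjusted p = 0.0148, lost without IFNβ replicate 1 or 3 or vehicle replicate 3 of 30s cells). Il33, a cytokine, rose by 0.66 (adjusted p = 0.0179, lost without IFNβ replicate 1 or vehicle replicate 1 or 2 of 30s cells) and Maoa fell by 1.01 (adjusted p = 0.0172, lost without vehicle replicate 1, 2 or 3 of 30s cells). All calls in 30s cells are lost when only the 30s arrays are fitted. Igll1, a chain of the pre-B cell receptor, rose by 0.92 (adjusted p = 0.0488, lost without any of 11 single arrays). The light chain genes Igkv1-135 and Igkv4-68 fell by 1.42 (adjusted p = 0.0073) and 1.39 (adjusted p = 0.00851). Camera called 7 lists in 30s cells, 0 of them with an estimated correlation (4 lists unadjusted). Bright genes were higher there in general, which the calls of lists as higher do not take into account. Mature B cells (adjusted p = 0.0347, 0.295 with an estimated correlation), B cell receptor signalling (adjusted p = 0.0347, 0.352) and adhesion and actin (adjusted p = 0.0114, 0.352) were lower, and Myc targets (adjusted p = 0.0347, 0.295) and ribosomal proteins (adjusted p = 0.00976, 0.398) were higher, as were the ribosome biogenesis and mitotic checkpoint lists. Without chromosomes 3 and 19 the mitotic checkpoint list did not pass (adjusted p = 0.0511, and over all alternatives from 0.00528 to 0.295).

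In 3s cells Hsd17b13, of lipid droplets, rose by 1.05 (adjusted p = 0.00391 from limma), and Igkv5-45 by 1.13 (lost without any of 4 single arrays) and Igkv4-58 by 1.11. Of 18 mature B cell genes 1 fell (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.926). Of 24 p53 targets 2 rose and 1 fell (3 and 3 when adjusted over the list alone, camera adjusted p = 0.926), among them Trp53inp1, which rose by 0.28 (lost when only the 3s arrays are fitted). Of 22 genes of DNA damage 1 fell (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.390), Brca2 by 0.28 (lost when only the 3s arrays are fitted and over all probe sets). Of 17 genes of the glucocorticoid response 1 rose, Ddit4 by 0.51, and 1 fell, Anxa1 by 0.54 (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.543). Of 22 genes of oxidative stress 1 rose, Gsr by 0.23 (lost without any of 9 single arrays), and 1 fell, Cybb (1 and 1 when adjusted over the list alone, camera adjusted p = 0.133). Of 22 genes of Toll-like receptors and NF-kB 2 fell, Tlr4 and Rel by 0.24 (Rel lost without any of 12 single arrays, 2 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.390). Of 24 genes of adhesion and actin 3 rose and 2 fell (5 and 5 when adjusted over the list alone, camera adjusted p = 0.505). Of the markers of other cell types Cybb fell and 0 passed of T and NK, erythroid and stromal cells by limma (2, 1 and 1 unadjusted, and 1, 0 and 0 by the methods' t-test without adjustment). Of 4 sex-linked genes 0 passed limma's test (2 unadjusted, 1 by the methods' t-test without adjustment, 1 higher and 1 lower when adjusted over the list alone). The plasma cell, p53, ribosomal protein, V(D)J, adhesion, T and NK and stromal lists have a median, mean or test of unlike sign in 3s cells. Of 30 histone genes 1 rose in 3s cells (4 unadjusted).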
